# Effect of 90Sr internal emitter on gene expression in mouse blood

**DOI:** 10.1186/s12864-015-1774-z

**Published:** 2015-08-07

**Authors:** Shanaz A. Ghandhi, Waylon Weber, Dunstana Melo, Melanie Doyle-Eisele, Mashkura Chowdhury, Raymond Guilmette, Sally A. Amundson

**Keywords:** Gene expression, Microarrays, Strontium-90, MicroRNA, Radiation biodosimetry

## Abstract

**Background:**

The radioactive isotope Strontium-90 (^90^Sr) may be released as a component of fallout from nuclear accidents, or in the event of a radiological incident such as detonation of an improvised nuclear device, and if ingested poses a significant health risk to exposed individuals. In order to better understand the response to ^90^Sr, using an easily attainable and standard biodosimetry sample fluid, we analyzed the global transcriptomic response of blood cells in an *in vivo* model system.

**Results:**

We injected C57BL/6 mice with a solution of 90SrCl2 and followed them over a 30-day period. At days 4, 7, 9, 25 and 30, we collected blood and isolated RNA for microarray analyses. These days corresponded to target doses in a range from 1–5 Gy. We investigated changes in mRNA levels using microarrays, and changes in specific microRNA (miRNA) predicted to be involved in the response using qRT-PCR. We identified 8082 differentially expressed genes in the blood of mice exposed to ^90^Sr compared with controls. Common biological functions were affected throughout the study, including apoptosis of B and T lymphocytes, and atrophy of lymphoid organs. Cellular functions such as RNA degradation and lipid metabolism were also affected during the study. The broad down regulation of genes observed in our study suggested a potential role for miRNA in gene regulation. We tested candidate miRNAs, *mmu-miR-16*, *mmu-miR-124*, *mmu-miR-125* and *mmu-mir-21*; and found that all were induced at the earliest time point, day 4.

**Conclusions:**

Our study is the first to report the transcriptomic response of blood cells to the internal emitter ^90^Sr in mouse and a possible role for microRNA in gene regulation after ^90^Sr exposure. The most dramatic effect was observed on gene expression related to B-cell development and RNA maintenance. These functions were affected by genes that were down regulated throughout the study, suggesting severely compromised antigen response, which may be a result of the deposition of the radioisotope proximal to the hematopoietic compartment in bone.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1774-z) contains supplementary material, which is available to authorized users.

## Background

The field of radiation biodosimetry seeks to identify the best and most practical methods for detecting exposure to radiation; and estimating dose and the potential health risk to an exposed individual. Gene expression approaches are being developed to enhance the ability to establish exposure doses [1–6] and suggest treatment modalities appropriate to the time and dose received. However most of this data has been collected, and models built, using exposure to gamma radiation. There is very little information regarding how exposures from internal emitters could affect dose estimates from large-scale radiation biodosimetry approaches. This is of concern, as in most large-scale radiological scenarios significant exposure to inhaled or ingested radionuclides would be expected [7–10]; and these could alter the medical prognosis relative to acute external exposures. Strontium-90, decays by beta emission to Yttrium. Because neither radionuclide emits photon radiation they are considered to be pure beta emitters. Strontium is a bone-seeker, as is Yttrium, and is deposited mainly in bone. Because of the beta emissions and the radionuclide deposition in bone, most of the committed dose is delivered in skeleton tissue and bone marrow. With a half-life of 29 years and the shorter penetration range of beta decay, intake of ^90^Sr would be expected to result in long-term exposure spanning the lifetime of an individual [11–13].

After the Chernobyl accident, ^90^Sr was found to contaminate food and soil and was also internally deposited in people exposed to fallout [8, 11, 14]. People living along the Techa River in Russia were also exposed to ^90^Sr as well as other radionuclides that were dumped into the river over an extended period during the Cold War. Individuals exposed to a mean average dose of 100-200 mGy/year during the years of maximum exposure (1950–56) were found to show inhibition of hematopoiesis [15], and ongoing epidemiological studies have shown excess relative risks for both leukemia [16] and solid cancers in this population [17].

Cancer incidence has also been studied in mice exposed to ^90^Sr as an internal emitter, and no tumors were observed below a cumulative average bone dose of 18 Gy [18], suggesting that structural and cellular effects on bone and hematopoietic functions may be the highest risks from internal contamination by ^90^Sr in mice [19–22]. Other mouse studies have reported ^90^Sr effects including altered gene expression and cellular changes in bone cells [20, 22, 23]. These studies explored the effects of strontium ingestion, and therefore chronic exposure, in BALB/c mice, with a maximum dose of 10 mGy at the end of a 20-week study; and it was found that these doses affected bone morphogenesis, but not hematopoiesis.

The present study was designed to investigate gene expression in peripheral blood, following exposure of C57BL/6 mice to internal radioactive strontium with a delivered dose in the range similar to that used successfully in a previous study with ^137^Cs [24]. In this latter study, we have recently shown that the internal emitter ^137^Cs, injected as a soluble salt giving total body exposure, can alter gene expression in mammalian blood, affecting different biological processes across the course of a 30-day study [24]. In the ^90^Sr study, we again used injection as the mode of delivery, in order to maintain consistent doses in replicates over the 30-day study. We have shown that ^90^Sr injection into C57BL/6 mice results in changes in transcriptomic profiles of blood cells. Thousands of genes were affected, most of which were down-regulated after exposure to the radionuclide, with microRNA possibly playing a role in the coordinate down Typical radiation response genes were also induced at several times. Our study represents a first step towards identifying the gene expression response of blood to ^90^Sr. This is of importance in the development of a blood-based gene expression signature of ^90^Sr to determine its contribution to the total dose received.

## Methods

### Animals and irradiation

All animal experiments were conducted in accordance with applicable federal and state guidelines and were approved by the Institutional Animal Care and Use Committee (IACUC) of the Lovelace Biomedical and Environmental Research Institute (LBERI) and the IACUC of Columbia University (approval number AC-AAAG4356). C57BL/6 mice (approximately 10-12 weeks old, 25-30 g) were received from Charles River Laboratories (Frederick, MD) and were quarantined for 14 days prior to group assignment by body weight stratification for randomization into the study.

Animals were administered ^90^Sr intravenously by tail vein injection with 200 ± 0.3 kBq ^85/90^SrCl_2_ solution in a volume of 0.05 mL. Strontium-85 (^85^Sr) was used as a tracer for the purpose of whole body activity measurement. Strontium-85 comprised approximately 1 % of the final formulation activity. Although the addition of Sr-85 contributed gamma rays to the emitted radiation from Sr-90/Y-90, the photons added less than 0.01 % to the absorbed radiation dose to bone and bone marrow. The vehicle saline solution was delivered to the control group. Measurements obtained from the animals and tissue samples were compared to the calibration curves of ^85/90^Sr to determine the amount of ^90^Sr present. Calibration curves were generated using known amounts of Sr isotopes, which were placed into phantoms with geometry consistent with that of the mouse. Phantoms were analyzed in the same manner as for mice and tissue samples. The limit of detection for this radio-analytical method was 40 Bq. After dose administration, mice were housed individually in micro-isolator cages with lead shielding used to minimize cross-irradiation from adjacent mice. All animals had unlimited access to Teklad Certified Global Rodent Diet 2016 (Harlan Teklad, Madison, WI) and to water except during dose administration and whole-body *in vivo* counting. No adverse effects were noted on the animals, based on clinical observation during the course of the study.

The animals were divided into five radiation dose groups, 8 animals per group. The committed radiation doses were in a range from 1 to 5 Gy. In order to receive those committed doses, the animals were sacrificed at days 4, 7, 9, 25 and 30 after ^90^Sr intravenous administration. On scheduled necropsy days, animals were euthanatized by intraperitoneal (IP) injection of Euthasol (>150 mg/kg [390 mg/mL pentobarbital and 50 mg/mL phenytoin in sterile saline]) and weighed. Whole blood was collected by cardiac puncture in a sterile hood; a full necropsy was conducted and liver, spleen, kidneys, lungs, muscles (right and left quadriceps), GI tract (upper and lower), gonads/reproductive tract, femurs, and any soft tissue remains were collected. The brain and eyes were removed from the skull and combined with the soft tissue remains.

### Biokinetics and dosimetry of ^90^Sr in mice

Animals were radioassayed for ^90^Sr whole-body content using the LBERI *in vivo* photon counting system, consisting of dual 5″ diameter Phoswich (dual NaI (Tl) – CsI (Tl) detector and associated pulse height analysis electronics). This *in vivo* detection system was adapted from a scintillation detector system originally designed for measuring low-energy photons *in vivo* in human subjects and experimental animals [25]. Animals were placed in small containers, with breathing holes, and measured to determine the amount of radioactivity present in each animal daily on days 0-7, then on days 9, 11, 15, 16, 20, 23, 25, 27, and 30 after ^90^Sr administration (until the time of necropsy). The measurement system was calibrated for different geometries; phantoms representing the animal body and samples were developed using a ^85/90^Sr NIST-traceable standard solution. Calibration was performed each day prior to the measurement. The animals and samples were measured for 3 min. The ^90^Sr whole body retention profile was derived from whole body ^90^Sr measurements. The whole-body retention data from each mouse were fitted individually to negative exponential functions. The average whole body retention equation was determined to be:

1 $$ {\mathrm{R}}_{\left(\mathrm{t}\right)}=52.1{\mathrm{e}}^{-2.0\mathrm{t}}+20.7{\mathrm{e}}^{-0.13\mathrm{t}}+27.2{\mathrm{e}}^{-0.005\mathrm{t}} $$

Where R_(t)_ represents the whole-body content at time (t), expressed as percentage of the injected ^90^Sr activity; and t is in days. The respective biological half times were 0.3 days, 5.3 days, and 139 days.

In order to calculate the committed absorbed dose to skeleton, the dose coefficient (Gy.Bq^−1^ of administered activity) was derived using Eq. 2. The comparison between the whole-body activity and the ^90^Sr content in skeleton at sacrifice time shows that about 95 % of the whole-body activity was located in skeleton for all time periods. So the retention parameters of Eq. 1 were used to calculate the total number of nuclear transformations (Bq s) in skeleton for each time period of the study. The S value (Gy/Bq s) used in Eq. 2 was derived specifically for young adult mice and rats by Stabin et al. [26].

The committed absorbed doses to the skeleton for each animal was calculated by multiplying the dose coefficient (Gy Bq^−1^) related to the specific sacrifice time for each animal in the study by the administered activity (Bq).

2 $$ \frac{D_T}{A}={\displaystyle {\int}_{t_0}^{t_{0+t}}\overset{\smile }{\mathrm{A}}}(s)\times S\left({r}_T\leftarrow {r}_S,t\right)\left(\frac{Gy}{Bq}\right) $$

Where *Ã*(*S*) is the time-integrated activity (Bq s), equal to the total number of nuclear transformations in the source region (skeleton); S (r_T_ ← r_S_, t), in Gy per Bq s, is the S value from r_S_ to r_T_ of ^90^Sr + ^90^Y, where the S value for a given source (r_S_) -target (r_T_) pair is the mean absorbed dose to the target organ per ^90^Sr + ^90^Y total number of nuclear transformations in the source region.

The current study delivered whole body absorbed doses to the animals of approximately 1.2, 1.8, 2.1, 4.8 and 5.3 Gy. All animals were injected with the same activity of ^90^Sr, and the euthanasia time points post ^90^Sr administration were selected to result in the desired range of whole-body doses to the mice.

Since most soft tissues contained Sr-90 concentrations that were < 1 % those measured in bone, it was assumed that all material in the whole body was found in bone. This was essentially the case after 1 day. In addition, since all animals were consistent in their whole-body counts, and there were no outliers, all dose calculations were conducted from an initial whole body burden and using the same average elimination curve. Animals in the day 4 group received an average dose of 1.2 ± 0.1 Gy, the day 7 group received an average dose of 1.8 ± 0.1 Gy, the day 9 group received an average dose of 2.1 ± 0.3 Gy, the day 25 group received an average dose of 4.8 ± 0.4 Gy, and the day 30 group received an average dose of 5.3 ± 0.7 Gy (Table 1).

**Table 1:** Summary of gene expression changes across the study

Time (day)	Dose (Gy)	Dose rate (Gy/day)	No. genes differentially expressed	No. genes down-regulated (%)	Percentage genes overlap with following time
4	1.2	0.30	3957	3580 (91 %)	56
7	1.8	0.20	3023	2633 (87 %)	68
9	2.1	0.15	3584	3122 (87 %)	56
25	4.8	0.17	3478	2683 (77 %)	74
30	5.3	0.10	5768	4431 (77 %)	NA

### Microarrays and analysis

All blood samples were collected by cardiac puncture in a sterile hood. For each animal ~0.4 mL of blood was collected without anti-coagulant and placed directly into 2 mL of PAXgene Blood RNA stabilization and lysis solution (PreAnalytix GmBH, catalog#762165), mixed thoroughly and shipped at 4 °C in temperature-stabilized containers. Blood smears were made at the time of blood collection and manually counted, there were no significant changes between blood cell counts of control and irradiated mice at any time (*p*-value >0.05 for all pairs; Additional file 1). The blood samples in PAXgene solution were stored for a further 24 h at 4 °C, and then incubated at room temperature for a minimum of 2 h before proceeding with RNA isolation. RNA was purified following the PAXgene Blood RNA kit recommended protocol with on-column DNaseI treatment. Globin transcripts were reduced using the Ambion GLOBINclear-Mouse/Rat kit (Life Technologies, Grand Island, NY, catalog# AM1981). RNA yields were quantified using the NanoDrop ND1000 Spectrophotometer (Thermo Scientific) and RNA quality was checked using the 2100 Bioanalyzer (Agilent Technologies). RNA used for microarray hybridization had an average RNA Integrity Number of 8.2.

Cyanine-3 (Cy3) labeled cRNA was prepared with the One-Color Low Input Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s instructions. Dye incorporation and cRNA yield were checked with the NanoDrop ND1000 Spectrophotometer; 1.6 μg of cRNA, >9 pmol Cy3 per μg cRNA was fragmented and hybridized (17 h with rotation at 65 °C) to Agilent Whole Mouse Genome Microarrays 4X44K v2 (G4846A), and then washed using the Gene Expression Hybridization Kit and GE Wash Buffers as recommended by Agilent. Slides were then scanned with the Agilent DNA Microarray Scanner (G2505B), and the images were analyzed (Agilent Feature Extraction Software ver. 10.7) with default parameters for background correction and flagging non-uniform features.

Background-corrected hybridization intensities were imported into BRB-ArrayTools, Version 4.2.1 [27] log2-transformed and median normalized. Non-uniform outliers or features not significantly above background intensity in 25 % or more of the hybridizations were filtered out. A further filter requiring a minimum 1.5 fold change in at least 20 % of the hybridizations was then applied, probes were averaged to one probe per gene and duplicate genes were reduced by selecting the one with maximum signal intensity, yielding a final set of 14,208 features that were used for subsequent analyses. The microarray data is available through the Gene Expression Omnibus with accession number GSE64775.

RNA from six individual mice for each time point and condition (with the exception of day 4 samples, for which only four replicates were available) were hybridized. Class comparisons were conducted using BRB-Array Tools to identify genes that were differentially expressed between controls and ^90^Sr-exposed animals at each of the five sacrifice times using a random-variance *t*-test [28]. Genes with p-values less than 0.001 and an additional fold change cut off of ±2 were considered statistically significant. The false discovery rate (FDR) was estimated for each gene using the method of Benjamini and Hochberg [29], to control for false positives. All genes used in this analysis had a false discovery rate of <0.002.

### Quantitative PCR of mRNA and microRNA

The High-Capacity cDNA Archive Kit (Life Technologies, Foster City, CA) was used to prepare cDNA from total RNA. Quantitative real-time RT-PCR (qRT-PCR) was performed for selected genes using Taqman assays (Life Technologies) to confirm microarray experiment findings for the selected genes. Assays for genes were as follows: *Mt2* (assay ID: Mm04207591_g1); *Unc93b1* (assay ID: Mm00457643_m1); *Cdkn1a* (assay ID: Mm01303209_m1); *Ccng1* (assay ID: Mm00438084_m1); *Ddb2* (assay ID: Mm1333909_m1) and *Bbc3* (assay ID: Mm00519268_m1). In gene expression validation studies, 20 ng cDNA was used as input for replicate reactions. Quantitative real time PCR reactions were performed with the ABI 7900 Real Time PCR System using Universal PCR Master Mix (Life Technologies), with initial activation at 50 °C for 120 s and 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 60 s. Relative fold-induction was calculated by the ΔΔC_T_ method, using SDS version 2.3 (Thermofisher). Data were normalized to *Actb* gene expression levels, which were found to be stably expressed across all samples.

Specific miRNA were also measured using Taqman miRNA assays (Life Technologies). RNA of four miRNA species were measured: *mmu-miR-16* (assay ID: 000391); *mmu-miR-124* (assay ID: 001182); *mmu-miR-125* (assay ID: 000449) and *mmu-miR-210* (assay ID: 000512), following the recommended protocol from Life Technologies. Relative fold-induction was calculated by the ΔΔC_T_ method, using SDS version 2.3 (Thermofisher). Data were normalized to *U6snRNA* (Life Technologies, catalog number 4427975) expression levels.

All qRT-PCR results are shown as average of biological replicate samples using unpaired analyses and p-values were computed (using two-sample *t*-test assuming unequal variances) for differences between irradiated and control samples at every time point measured. All fold changes >2 and <0.5 were significant (*p*-value <0.05) with the exception of *Cdkn1a* at day 4 (*p*-value > 0.05).

### Gene ontology and pathway analysis

Lists of genes significantly over- or under-expressed relative to controls were imported separately into the Database for Annotation, Visualization and Integrated Discovery (DAVID) ver 6.7 to identify enriched biological themes and gene ontology (GO) terms using the functional annotation tool [30]. Benjamini corrected *p* values <0.05 were considered significant.

The significantly differentially expressed gene lists from each sacrifice time, along with their relative expression levels, were also imported into Ingenuity Pathways Analysis (IPA) (Ingenuity® Systems, http://www.ingenuity.com) and analyzed with the IPA Core Analysis Tool. IPA uses curated information on the published relationships between gene products to predict networks and associations between genes in a list. The upstream regulator analysis specifically uses information about the relationship between the activity of potential upstream regulatory factors (transcription factors, cytokines, receptor mediated nuclear factors and microRNA were chosen for these analyses) and the expression changes of the measured genes to make predictions on the regulatory status of the upstream molecule. IPA generates a z-score for each factor in the upstream regulator analysis and for prediction of activation or inhibition state of biological functions. The IPA default cutoff of z > 2 was used to predict activation and z < −2 to predict inhibition.

## Results

Animals in this study were weighed before necropsy on days 4, 7, 9, 25 and 30 and no significant differences were observed in weight between control and ^90^Sr-injected groups. Dose rates in this study were relatively low, ranging from an average of 0.3 Gy/day from injection to the earliest time of necropsy, day 4, to an average of 0.1 Gy/day between days 25 and 30, representing a change by a factor of 3 across the study time course (Table 1). The average accrued dose at the 30-day time point was 5.3 Gy (Table 1). The relative retention of ^90^Sr over the course of the experiment is shown in Fig. 1a and reflects the rapid loss of activity that occurred in the first 24 h after injection, when the amount of ^90^Sr fell to 52.0 ± 3.3 % of the initial amount, followed by a more gradual loss of ^90^Sr through the rest of the study and hence more stable dose rates. At necropsy, after blood samples were collected, individual organs and carcass were measured for ^90^Sr activity and the skeleton (represented by the right and left femur) and carcass (containing the rest of the skeleton) contained most of the radioactive strontium (Fig. 1b).

**Fig. 1:**
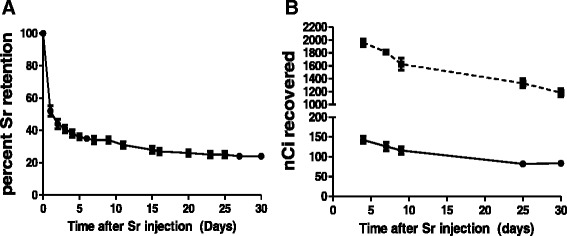
Analysis of ^90^Sr retention for dose calculation. **a** Retention of ^90^Sr over the time course of the study, points are whole-body counts of ^90^Sr activity shown as percentage of the injected amount; measured daily on days 0-7, then on days 9, 11, 15, 16, 20, 23, 25, 27, and 30 after injection. Points are average counts and error bars are SEM of animals measured over the time course. **b** Amount of ^90^Sr activity recovered after necropsy in femur (right and left) and carcass (not de-boned containing the remaining skeletal tissue). The average content on day 4 was 142 nCi, which decreased to 126 nCi on day 7 and 116 nCi on day 9. Femur content (●) stabilized for the last two collection times. Carcass content (■) on the day of euthanasia and necropsy was consistent with collected whole-body counts and decreased for the duration of the study. All points are average and SEM measurements of ^90^Sr activity measured in necropsied animals on days indicated

### Microarray results

At each time point, days 4, 7, 9, 25 and 30, blood was collected from mice and RNA was isolated. RNA was processed to cRNA labeled with Cy3 and hybridized to whole genome mouse arrays using the Agilent platform and recommended protocols. 

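The deposited microarray data comprised 56 arrays, 1 per mouse, with blood RNA from 28 90Sr-injected and 28 control mice. There were 4 mice per group at day 4 and 6 mice per group at each of days 7, 9, 25 and 30, each day with control mice of its own. The arrays were one-color, with Cy3 the only label, and each file listed 44397 spots, of which 43020 were not control spots. The authors reduced globin transcripts before labeling and deposited the intensity of each spot as written by the Feature Extraction software, after its own background correction and without scaling between arrays. Between 17809 and 24698 non-control spots per array were well above background in the control mice, with a median of 21049. In the 90Sr-injected mice the number was between 14389 and 22524, with a median of 17863. The median log2 signal of the non-control spots fell by 0.66, 0.59, 0.94, 0.66 and 0.59 from the controls to the 90Sr-injected mice at the 5 days in order (two-sided exact permutation tests, p = 0.0286, 0.00216, 0.00216, 0.00216 and 0.00866, Benjamini-Hochberg adjusted over 40 such comparisons 0.0346, 0.00433, 0.00433, 0.00433 and 0.0144). The 75th percentile fell by more, 1.13, 0.94, 1.33, 1.15 and 0.78 at the same days, so that the choice of the value on which arrays are scaled could change the results. After the methods, the log2 signal of each array was centered on the median of its non-control spots. Probes non-uniform or not above background on at least 25% of arrays were left out, as were probes that differed by 1.5-fold from their median on fewer than 20% of arrays, which left 17121 probes for 14602 genes. Each gene was represented by its probe of highest mean signal. Each day was tested by itself with limma, and a gene was called at an unadjusted p under 0.001 with a change of at least 2-fold. The arrays lay on 14 slides of 4. At day 4 each group lay on 1 slide of its own, so slide and group coincide there; at each later day, 1 slide held 2 control and 2 90Sr arrays and the others held 1 group only. The number of arrays limits the precision of every value.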

We used BRB-ArrayTools [27] to collate the project; and after filtering the data 14,208 genes remained that were used for further analysis steps. Class comparisons were made between control and irradiated mouse blood samples at each time point, and the resulting gene expression changes and trends are summarized in Table 1. 

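At day 4, 3782 genes were called, 408 higher and 3374 (89.2%) lower in the 90Sr-injected mice. At day 7 there were 2853 called genes, 505 higher and 2348 (82.3%) lower, and at day 9 there were 3403, 792 higher and 2611 (76.7%) lower. At day 25, 4956 genes were called, 1089 higher and 3867 (78.0%) lower, and at day 30 the number was 5980, with 2874 higher and 3106 (51.9%) lower. Every 90Sr-injected mouse lay beyond every control mouse of its day for 3782 of the called genes at day 4, and for 2557, 2965, 4334 and 3928 at days 7, 9, 25 and 30, which the threshold itself favors. The split between higher and lower changed with the scaling of the arrays. With arrays scaled on their 75th percentile, 3805, 2854, 3215, 5372 and 6160 genes were called at the 5 days in order, of which 29.5%, 24.5%, 28.2%, 20.8% and 36.0% were lower. That scaling moved the median change of all genes past the detection filter up by 0.48, 0.35, 0.39, 0.48 and 0.19 on the log2 scale. With quantile normalization, 60.6%, 49.5%, 60.6%, 42.9% and 51.0% of the called genes were lower. In the authors' processed values, which were scaled on a reference array, 90.6%, 87.6%, 87.6%, 72.8% and 76.3% of the 3981, 3039, 3517, 4733 and 5811 called genes were lower. With the slide as a block, so that the comparison rests on the slides that held both groups, 1748 genes were called at day 7, 869 at day 9, 80 at day 25 and 247 at day 30. With the slide as a random block, the numbers were 2857, 2910, 3618 and 5218.

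**Figure D1:**
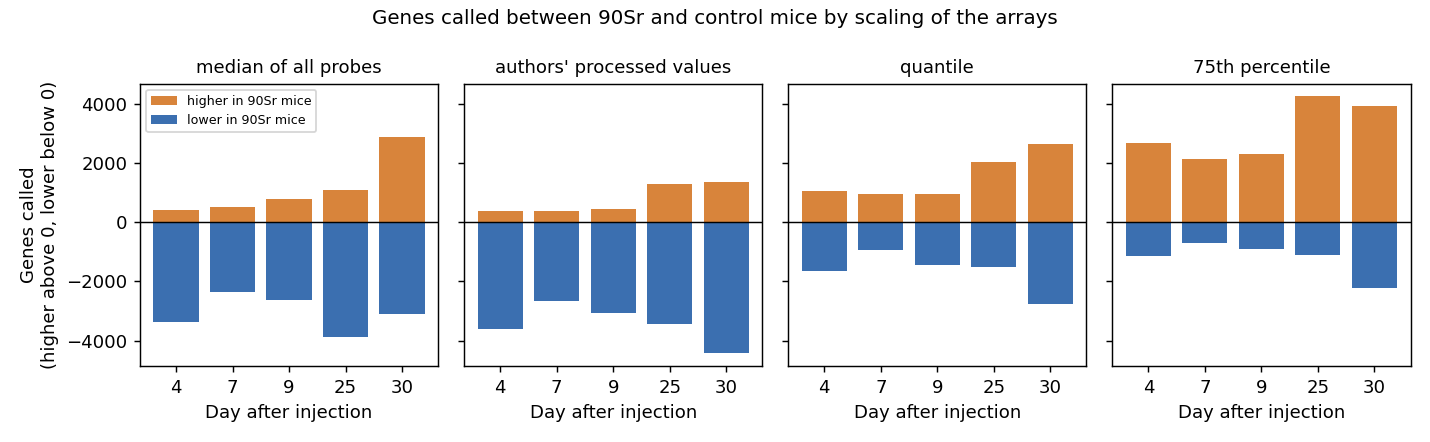
Number of genes called at each day under 4 scalings of the arrays, the median of all probes, the authors' processed values, quantile normalization and the 75th percentile. Bars above 0 are genes higher in 90Sr-injected mice and bars below 0 are genes lower; with the 75th percentile the longer bar is the upper one at all 5 days.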

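Of the 14602 genes tested, 9175 were called at 1 or more of the 5 days. The number was 10293 with arrays scaled on their 75th percentile, 8190 with quantile normalization and 8378 in the authors' processed values. It was 6066 among the genes left by a filter on probes well above background and 14867 without any detection filter. Of the 9175 genes, 4002 (43.6%) were called at 1 day, 1941 at 2 days, 1069 at 3 days and 932 at 4 days. The lists of Additional file 2 were held only in part here, with 1997 of 3957 genes for day 4, 1998 of 3023 for day 7 and 166 of 3584 for day 9, and were not compared gene by gene.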

A large number of genes were changed, with a total of 8082 genes over the 30-day time course (Additional file 2). 

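Of the genes called at day 4, 1976 (52.2%) were also called at day 7. The overlap with the following day was 1759 genes (61.7%) for day 7, 2416 (71.0%) for day 9 and 3139 (63.3%) for day 25. The direction was the same on both days for each of these genes, apart from 3 of the 3139. On the 75th percentile scaling the overlaps were 38.2%, 35.9%, 50.1% and 57.3%. Genes called at a single day numbered 436 at day 4, 264 at day 7, 481 at day 9, 731 at day 25 and 2090 at day 30. Because a gene past a threshold at 1 day and not at another is not thereby shown to differ between them, the difference itself was tested with limma's F test of the interaction of 90Sr and day. At a Benjamini-Hochberg adjusted p under 0.05, the effect of 90Sr differed between days for 3281 of 14601 genes. These included 37, 48, 147, 141 and 1301 of the genes called at 1 day alone, in order of day. With the slide as a random block, 553 genes passed this test.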

The number of differentially expressed genes at the individual time points and the relative overlap with genes at subsequent times in the study indicated that although there were genes that were affected similarly across the time course, a large proportion of genes were specific to a time/dose, suggesting that unique biological functions were being activated or repressed at different times in the study. 

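Called at all 5 days were 1231 genes. The number fell to 350 with arrays scaled on their 75th percentile, of which 244 were among the 1231, and to 352 with quantile normalization, of which 308 were. In the authors' processed values it was 1493. With each of the 56 arrays left out in turn, between 938 and 1395 genes were called at all 5 days.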

We also found that 1184 genes were significantly differentially expressed at all 5 time points (Fig. 2a). The majority of these genes, (1180 out of 1184) were down regulated throughout the study (Fig. 2b), with corresponding levels in control mice remaining stable over the 30 days. 

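Of the 1231 genes called at all 5 days, 1225 were lower at every day and 6 were higher at every day, namely AK156771, Crip2, Gng13, Mt2, Nacad and Psrc1. The call of Psrc1 at day 30, at the threshold of 2-fold, changed without 1 or another of 6 arrays, and that of AK156771 at day 4 without 1 or another of 5. With arrays scaled on their 75th percentile, 238 of the 1225 genes were called lower at all 5 days. The mean of the 1225 genes in the control mice, as log2 signal relative to the array median, was 3.65 ± 0.20 (SD, n = 4) at day 4 and 3.73 ± 0.11, 3.35 ± 0.20, 3.81 ± 0.17 and 3.53 ± 0.43 (SD, n = 6) at days 7, 9, 25 and 30. In the 90Sr-injected mice it was 2.04 ± 0.25 (SD, n = 4) at day 4 and 2.37 ± 0.45, 1.84 ± 0.40, 2.11 ± 0.60 and 1.83 ± 0.29 (SD, n = 6) at the later days. In limma's F test across the 5 groups of control mice, 564 of the 1231 genes differed between days at a Benjamini-Hochberg adjusted p under 0.05, and for 21 of these the group means spanned 2-fold or more. Over all 14602 genes, 9101 differed between the control days, 4649 of them by 2-fold or more.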

See Additional file 3 for a list of these genes and a brief summary of the PANTHER biological processes analysis.

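Additional file 3 lists 1179 gene symbols, of which 1178 were tested here. Of these, 863 were called at all 5 days, 857 of them lower, and 1167 were called at 1 or more days. By day, 1121, 1028, 1050, 1145 and 1035 of the 1178 were called at the 5 days in order, with a median log2 change of -1.46, -1.19, -1.32, -1.54 and -1.49. Scaling on the 75th percentile gave medians of -0.97, -0.84, -0.92, -1.04 and -1.29, and 191 of 1143 tested genes were called at all 5 days. In the authors' processed values 1143 of the 1178 were.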

**Fig. 2:**
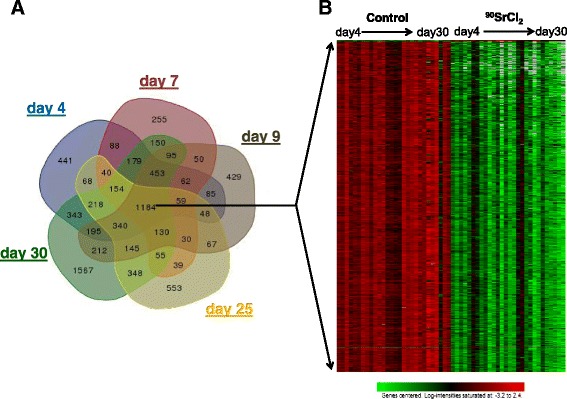
Summary of microarray gene expression results in blood cells after ^90^Sr injection. **a** Venn diagram of differentially expressed genes at each time point showing numbers of genes overlapping between time points (the Venn diagram was generated using the online tool at bioinformatics.psb.ugent.be/webtools/Venn/). There were 1184 genes that were common to all time points. **b** Heatmap of expression of the 1184 genes common across the study revealed that the majority of genes (1180 out of 1184) were down regulated rapidly after ^90^Sr injection, and stayed repressed throughout the study

Gene ontology analysis of the 1184 genes common to all times revealed top pathways affected at the gene expression level. These were KEGG pathways, mmu04662: B-cell receptor signaling pathway (19 genes changed, Bonferroni p-value 6.8 ×10^−5^), mmu04672: intestinal immune network for IgA production (13 genes changed, Bonferroni p-value 7.0 ×10^−3^); and mmu03018: RNA degradation (13 genes changed, Bonferroni *p*-value 2.1 ×10^−2^) and mmu05340: Primary immunodeficiency (10 genes changed, Bonferroni *p*-value 2.4 ×10^−2^).

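The 1231 genes called at all 5 days were compared with lists of genes for the same 4 pathways, written for this purpose and not taken from KEGG, against the 14601 genes that could have been called at every day. The list for B-cell receptor signaling had 48 genes in that background, of which 19 were called at all 5 days against 4.05 expected (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 7.34e-09). For the IgA network it was 15 of 29 against 2.44 (adjusted p = 7.11e-09). For RNA degradation it was 12 of 52 against 4.38 (adjusted p = 0.00106), and for primary immunodeficiency 8 of 24 against 2.02 (adjusted p = 7.17e-04). Genes of a pathway are not independent replicates. The list for RNA degradation moved most with the scaling. With the 75th percentile, 1 of its 44 genes was called at all 5 days (adjusted p = 0.669), while the B-cell receptor list had 9 of 40 (8.75e-07), the IgA list 11 of 28 (1.08e-10) and the immunodeficiency list 5 of 19 (1.05e-04). With quantile normalization, 0 of 45 RNA degradation genes were called at all 5 days. In the other direction, 17 of 51 were in the authors' processed values (1.40e-05) and 40 of 66 under scaling on the spike-in probes (9.72e-12).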

We then analyzed all genes affected at the 5 time points of this study using the IPA biological functions tool to assess and compare categories of biological processes activated or inhibited in the course of the study, as predicted from gene expression changes. These are shown in Fig. 3. The heat map shows the scale of predicted activation (shades of orange) and inhibition (shades of blue) states for each biological function across the 5 times measured in this study. There were many processes predicted to be significantly affected across all times in the study, with most showing similar activation or inhibition across the study. These processes are sorted by decreasing z-scores and time point, shown in Fig. 3. There were many processes that were significant starting at day 4 and then mostly significant at other time points (group I); in which the top activated processes were atrophy of lymphatic systems, apoptosis of B and T cells, activation of lysosomal storage and autoimmune disease. 

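Lists of marker genes of blood cell types, written for this purpose, were tested over the 5 days with limma's camera at a preset inter-gene correlation of 0.01. Of 18 listed B cell genes, 16 passed the detection filter and 15 of them were lower on average in 90Sr-injected mice, with a median log2 change of -2.18 against 0.08 for all genes (adjusted p = 7.83e-08 over the 17 lists tested). By day the B cell median was -2.23, -1.75, -2.18, -2.40 and -2.39 at the 5 days in order. Of 20 T cell genes, 17 were lower, with a median of -0.69 (adjusted p = 0.00955) and with -0.62, -0.70, -0.48, -0.71 and -0.73 by day. With arrays scaled on their 75th percentile the medians were -1.80 for B cells and -0.31 for T cells, against 0.46 for all genes. Relative to the T cell list in the same mouse, the B cell list fell by 1.45, 1.09, 1.48, 1.48 and 1.61 at the 5 days (two-sided exact permutation tests, p = 0.0286, 0.00216, 0.00216, 0.00216 and 0.00216, adjusted over 20 comparisons of cell types 0.0301, 0.00433, 0.00433, 0.00433 and 0.00433). Of the 17 lists, 14 passed an adjusted p of 0.05 with camera, 17 with fry and 0 when camera estimated the correlation within each list, where the smallest adjusted p was 0.271.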

Top inhibited processes within this group affected cell survival, cell viability, infection and migration of cells. More specifically, the gene expression changes belonged to potentially inhibited functions centered on apoptosis of B-cells, cell death of leukocytes and atrophy of lymph glands. Within group II, processes emerging as significant on day 7 included activation of hyperplasia of spleen and inhibition of antiviral response. Starting on day 9, (group III) biological processes affected included activation of anemia, inflammation of the body, and inhibition of B cell activation and lipid metabolism. Towards the end of the study at day 25 (group IV), new biological processes affected included activation of protein translation and inhibition of differentiation of lymphocytes. At day 30 (group V) biological processes involving activation of lymphoid cancer and inhibition of NK cell development were included. Further details are described in the legend for Fig. 3 and listed in the table in Additional file 4.

**Fig. 3:**
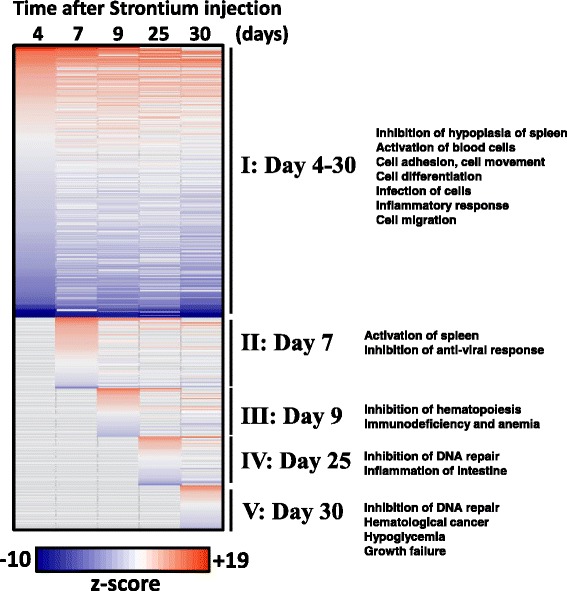
IPA based enrichment of biological functions; the heatmap shows the top scoring biological functions across the study. Each column indicates z-scores corresponding to enriched biological terms for the set of differentially expressed genes at the time indicated after ^90^Sr injection. Columns were sorted by significant processes from early (day 4, group I) to late (day 30, group V), in the study. Group I included processes that were affected across the study. Group II processes were affected starting on day 7; Group III processes, on day 9; Group IV, started at day 25, and Group V were significant only at day 30 in the study. The colors of the cells indicate z-scores, potentially activated/promoted processes (varying shades of orange) and potentially inhibited/suppressed processes (varying shades of blue); in each case increasing darkness of color represents increasing significance. Processes that did not appear in the core analysis result are shown in gray. The complete table with scores is in Additional file 4

### Quantitative PCR validation of selected genes

We validated the relative expression of two genes selected on the basis of expression changes and consistent patterns of change across the study. One gene, metallothionein 2 (*Mt2*), was up regulated across the study and the other, unc-93 homolog B1 (*Unc93b1*), was down regulated. As shown in Fig. 4a and b, the microarray and qRT-PCR measurements were consistent at all times measured although qRT-PCR measurements indicated bigger changes than the microarrays. 

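On the arrays, Mt2 was measured by 1 probe, at 96697371 to 96697430 on chromosome 8 of mm9, and Unc93b1 by 1 probe, at 3949081 to 3949140 on chromosome 19. Both were well above background on all 56 arrays. The log2 signal of Mt2 relative to the array median was 1.74 ± 0.02 in the controls and 3.71 ± 0.12 in the 90Sr-injected mice at day 4 (SD, n = 4). At days 7, 9, 25 and 30 it was 1.75 ± 0.17, 1.53 ± 0.24, 1.82 ± 0.29 and 1.43 ± 0.27 in the controls and 3.99 ± 0.20, 4.29 ± 0.62, 3.92 ± 0.34 and 3.44 ± 0.41 in the 90Sr-injected mice (SD, n = 6). The log2 changes were 1.97 (standard error 0.14), 2.24 (0.14), 2.76 (0.27), 2.10 (0.21) and 2.01 (0.23), with Benjamini-Hochberg adjusted p from limma of 1.49e-04, 3.08e-06, 1.45e-05, 7.24e-05 and 2.66e-05. Every 90Sr-injected mouse was above every control mouse of its day. For Unc93b1 the log2 changes were -2.18 (standard error 0.19), -1.82 (0.24), -1.94 (0.24), -1.89 (0.26) and -1.79 (0.28), with adjusted p of 1.49e-04, 1.54e-04, 4.40e-05, 1.37e-04 and 1.31e-04 from limma, and every 90Sr-injected mouse was below every control mouse of its day. The change did not differ detectably between days for Mt2 (interaction, adjusted p = 0.147) or for Unc93b1 (0.927). Under 1 scaling, on the spike-in probes, the change of Mt2 at day 7 was -0.17. The spike-in signal of that day followed slide and scan session. Actb, the normalizer of the qRT-PCR, changed by -0.13, -0.03, 0.18, -0.09 and 0.31 on the arrays and was not called at any day.

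**Figure D2:**
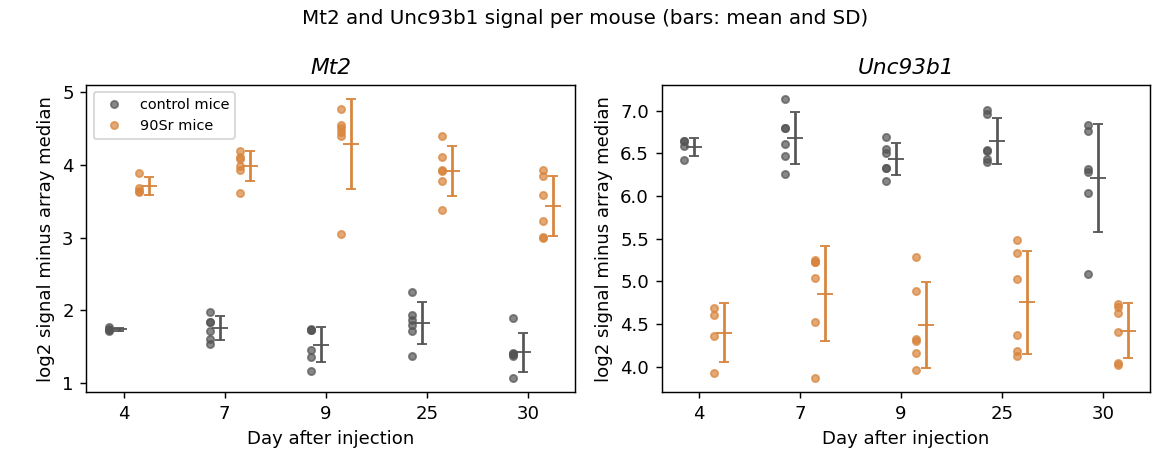
Log2 signal of Mt2 and Unc93b1 relative to the array median in each mouse by day, with the mean and SD of each group, control mice in gray and 90Sr-injected mice in orange. Mt2 rose by 1.97 or more and Unc93b1 fell by 1.79 or more at each day, with no overlap between the groups.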

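Among the genes called here, the largest Benjamini-Hochberg adjusted p from limma was 0.00306 at day 4, 0.00271 at day 7, 0.00371 at day 9, 0.00249 at day 25 and 0.00227 at day 30. At an adjusted p under 0.05 with a change of 2-fold, 4601, 3397, 4261, 6064 and 7382 genes passed, and without a minimum fold change 8855, 9479, 7239, 10393 and 10417.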

As all gene expression changes detected and used for analysis in this study were robust (false discovery rate <0.002, and fold change cut off ±2), extensive validation of gene expression was not performed.

**Fig. 4:**
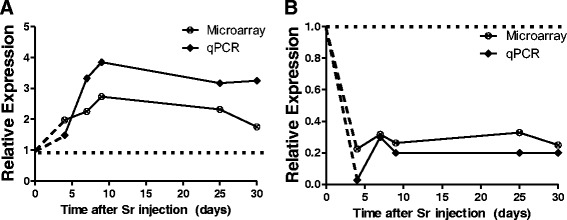
qPCR validation of microarray results for *Mt2* **a** and *Unc93b1* **b**, these genes were selected as representatives of consistently up (*Mt2*) and down (*Unc93b1*) regulated genes in the study. Relative gene expression measurements by qRT-PCR showed the same pattern of expression as the microarray results. Points are average of 6 samples per condition

### Pathway analysis and upstream regulation

We visualized gene expression in networks based on biological relationships using IPA Core analysis and the IPA Comparison Tool, which groups biological processes and pathways by significance and maximum connectivity between genes and regulators. We used the Upstream Regulator Analysis Tool in IPA to predict potential mechanisms and pathways and look for trends in the gene expression changes. We used the default z-score >2 or z-score < −2 as the significance cutoff for our analyses. We looked for predictions of activity of upstream regulators that were consistent at all times, and also for those that might be switched on and off at different points in the study.

Initially we limited the analysis to transcriptional regulators and found that a large number of transcription factors were predicted to be affected across the study. This was consistent with the large number of differentially expressed genes at each time point in our study, which suggested that multiple regulators were likely to be involved in the changing patterns of gene expression. The top candidate regulators of transcription significantly predicted to be activated at four or more times were Trim24, Nkx2-3 and Bcl6. Transcriptional regulators Gfi1, Nupr1, Stat6, Elf4, Satb1 and E2f4 were predicted to be activated at 3 or more time points in the study. 

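Lists of target genes of regulators, written for this purpose and not IPA's, were tested with camera in the same way. Of 29 MYC target genes past the detection filter, 23 were lower in 90Sr-injected mice, with a median log2 change of -1.01 (adjusted p = 1.16e-04 over the 17 lists). Of 29 XBP1 target genes, 24 were lower, with a median of -0.80 (adjusted p = 4.03e-04). By day, the MYC list fell by between 0.82 at day 7 and 1.11 at day 25, and the XBP1 list by between 0.65 at day 9 and 0.95 at day 25. Under the 75th percentile scaling the medians were -0.63 for MYC targets and -0.42 for XBP1 targets.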

The top predictions for inhibition of transcriptional regulators were Irf7, Myc, Xbp1, Irf1, Stat1, E2f1 and NFκB, all of which have been implicated in cellular stress responses. These results are summarized in Fig. 5a; the heat map shows all transcription factors that were predicted to be affected at various time points in the study, based on gene expression changes. Additionally, we also looked for the predicted status of upstream regulators categorized as cytokines, G-protein receptors, ligand-dependent nuclear receptors, transmembrane receptors, kinases and phosphatases, and found that many members of the Interferon family of proteins (Ifna1, Ifna2, Ifnb1, Ifnar and Ifnz) were predicted to be inhibited at day 4, Fig. 5b (The complete table with z-scores is in Additional file 5). 

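Of 45 interferon-stimulated genes listed as such, 43 passed the detection filter and 34 of these were lower in 90Sr-injected mice, with a median log2 change over the 5 days of -0.82 (adjusted p = 4.03e-04 from camera). By day the median was -0.64, -0.92, -0.65, -1.05 and -0.67 at the 5 days in order. With arrays scaled on their 75th percentile, 24 of the 43 genes were lower and the median was -0.44 (adjusted p = 4.40e-04, relative to a median of all genes that was itself higher).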

Members of the Interleukin family of cytokines (Il2, Il3, Il4, Il5, Il6, Il7, Il12, Il15 and Il27) were also predicted to be inhibited between day 4 and day 9. Cd3 (Cluster of differentiation 3 and member of the T-cell receptor complex); Cd28 (Cluster of differentiation 28 and stimulator of T-cell differentiation); Mapk4 (mitogen-activated protein kinase kinase kinase kinase 4) regulators, known to be involved in TNFα signaling; and Ptger4 (prostaglandin E receptor 4 (subtype EP4), receptor for binding prostaglandin E2) were top candidates for activation in this study.

**Fig. 5:**
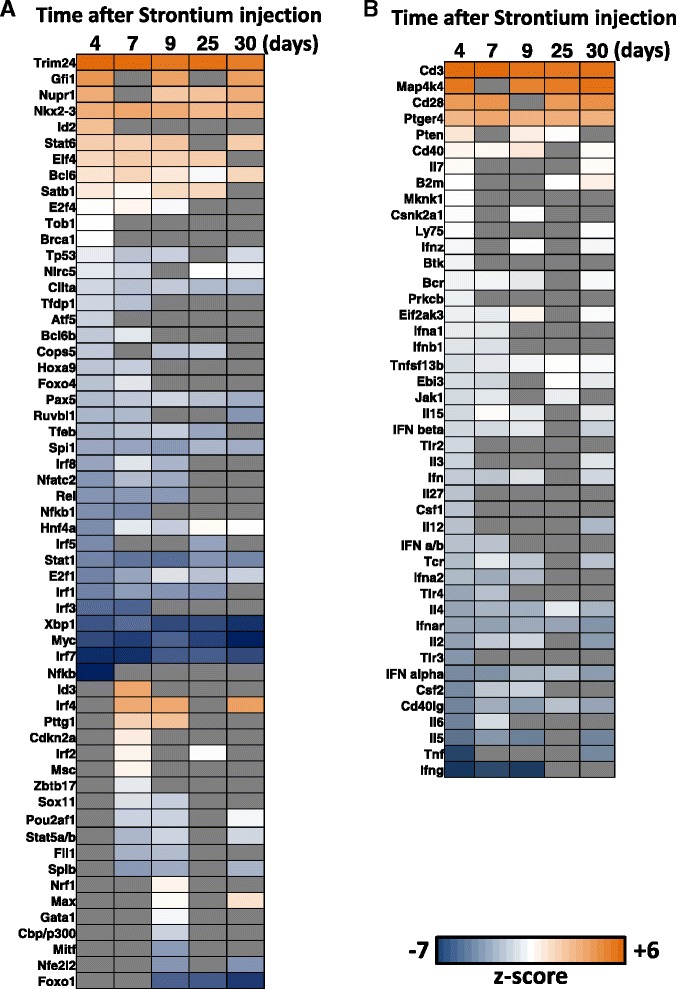
IPA-predicted upstream regulators of gene expression. **a** Heatmap of predicted activation and inhibition states of transcription regulators that may be upstream of gene expression changes seen in the study. **b** Upstream regulators categorized in IPA as cytokines, transmembrane and nuclear receptors, kinases and phosphatases. In both heat maps, colors indicate z-scores, shades of blue represent inhibition of the regulator, and shades of orange represent activation of the regulator and missing values are in gray (missing values are shown where the regulator did not have any known relationship with the significantly changed genes at that time). We used the default cut off z-score >2 or < −2 as significant for our analyses, although, z-scores between −2 and 2 are shown in the figures. The complete table with z-scores is in Additional file 5

We also looked for those transcriptional regulators that may be switched on and off or vice versa at specific times in the study and found that some transcriptional regulators may be only significantly involved at one time or another and at other times silent. We found none that changed the direction of their activity during the course of the study. Interestingly, although the largest number of genes were differentially expressed at day 30 (5768 genes), the predictions suggested that there were more upstream regulators involved at other times compared with day 30. Between days 4 and 9, NFκB transcription factor dimer protein RelA was predicted to be inhibited, and in addition to other members of the NFκB family (NFkB1 inhibited at days 4 and 7) indicate that this radiation response transcription factor may be muted in blood cells.

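Of 25 NFκB target genes listed as such, 21 passed the detection filter and 18 were lower in 90Sr-injected mice, with a median log2 change of -0.95 (adjusted p = 0.00104 from camera). The medians were -1.11 at day 4, -1.11 at day 7 and -0.83 at day 9, and -1.16 and -0.99 at days 25 and 30. On the 75th percentile, 15 of the 21 genes were lower, with a median of -0.57.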

We also used IPA upstream regulator analysis to investigate potential miRNA activation. We found a number of miRNA that were predicted to be activated in the study with z-scores >2 across all time points, whereas others were only predicted to be activated at one time point, Fig. 6a. Of the 24 miRNA shown here, *mmu-miR-16*, *mmu-miR-124*, *mmu-miR-125* and *mmu-miR-210* were selected for investigation and RNA levels were measured using qRT-PCR, the result is shown in Fig. 6b (The complete table with z-scores is in Additional file 6). All microRNA tested were observed to be up regulated at day 4, with a decrease to background levels between days 7 and 9, followed by another induction peak at day 25 in the study.

**Fig. 6:**
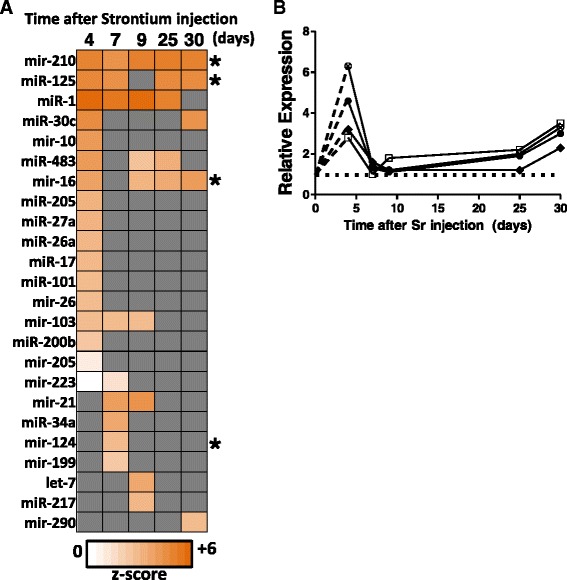
MicroRNA upstream regulators of gene expression. **a** Heatmap of predicted activation states of microRNA, which may be upstream of gene expression changes observed in the study (shades of orange, positive z-scores; missing values in gray, missing values are shown where the regulator did not have any known relationship with the significantly changed genes at that time). **b** qPCR validation of selected miRNA species: *mmu-miR-16* (⨂), *mmu-miR-124* (□), *mmu-miR-125* (♦) and *mmu-miR-210* (●). Expression peaked at the day 4 time point as predicted from the mRNA data. The complete table with z-scores is in Additional file 6. Each point is the average of 4 samples per condition

## Discussion

Radioisotopes as internal emitters have been studied for their effects on human tissues and organs, used as tracers and investigated for their detrimental effects on humans after nuclear accidents. Exposure to ^90^Sr as an internal emitter is usually in the context of an accident where exposure is combined with other radionuclides, such as ^137^Cs and ^131^I [8]; and external radiation from atmosphere, soil and through contact. This makes it difficult to identify changes that may be the result of a single emitter and its possible effect on human health. Studies that have attempted to address these issues using animal models have used simple combinations of radioisotopes and one or more mode of delivery to examine the long-term effects of chronic exposure to internal emitters. In this study, ^90^Sr was injected intravenously. Using this mode of administration, we were dealing only with uncertainties related to the activity measurement as well as to the ones related to the systemic distribution and retention. We used only one injection dose, so comparison of different dose-rates at similar time points were not compared in this study.

A previously published study from our group, in which ^137^Cs was injected into mice and gene expression of blood investigated over a 30-day period, showed that a large number of genes were affected by this internal emitter [24]. The final dose in this study was 9.9 Gy at 30 days, and resulted in thousands of genes differentially expressed, with many affected biological functions found to be in common with the present ^90^Sr study. Because of Cesium’s biokinetic properties, dose rates in the ^137^Cs study were quite variable, ranging from an average of 1 Gy/day at the beginning of the study to 0.04 Gy/day between days 20 and 30. In contrast, ^90^Sr injection produced a more even low dose rate that ranged between an average of 0.3 Gy/day at the beginning of the study and 0.1 Gy/day between days 25 and 30. Many biological function terms were in common between the genes affected in blood by both ^90^Sr and ^137^Cs, however the prominent switch of genes belonging to the same biological process from up to down that was seen in the ^137^Cs study was not observed after ^90^Sr injection. The differences in gene expression response to ^90^Sr and ^137^Cs could be due to localization of the radioisotopes to different regions within the mouse body, to the different radiation quality of γ-rays and β-particles, and also to the different dose-rate gradients generated by the two isotopes after injection [24].

In another study, mice were injected with ^131^I, in which the absorbed dose was 0.1-9.7 mGy over a 24 h period, with the highest absorbed dose in the lung, which consequently had the largest number of differentially expressed genes [5]. The lowest average dose rate in the present ^90^Sr study was 100 mGy/day, a factor of 10 higher than the highest dose rate in the ^131^I study, and although different tissues were assessed for gene expression changes in the ^131^I study (lung, liver, kidney and spleen) there was an overall suppression of immune response in these animals, also seen in our results in blood.

Injection of ^90^Sr into C57BL/6 mice in our study did not have an effect on overall animal health and activity levels within the 30-day study. However, there was a dramatic effect on gene expression, starting at the earliest time measured with a relatively high number of genes changing, 3957 at day 4 (Table 1). The number of genes affected increased to 5768 genes at day 30 with at least 50 % of genes overlapping between successive time points, implying that the effect of ^90^Sr was significant throughout the study despite the lower dose rate at later times. The number of genes in common between all the time points measured was 1184, in contrast to the result from the previous ^137^Cs study, in which only 5 genes were significantly differentially expressed at all the time points measured [24]. Taken together, this suggests a strong dose-rate effect on gene expression, in addition to the effect from accrued dose. Dose-rate effects may be especially prominent in an *in vivo* model, such as mouse, where blood cells may repopulate to give rise to secondary waves of biological responses. Additionally, ^90^Sr localized to the bone, potentially affecting hematopoietic functions more strongly relative to other whole body effects as observed in the ^137^Cs study.

Functional analyses of all gene expression across the study revealed processes mostly related to immune responses, activation of apoptosis of B and T cells, changes in growth of spleen, and defects in response to infection (Fig. 3). These were the main biological changes, supported by enrichment of genes belonging to specific immune pathways that were in the 1184 genes common to all time points. Pathway terms appearing in gene ontology analysis of the 1184 common genes, comprised of the B-cell receptor signaling pathway, which results in the expression of genes that further activate the expression of other genes involved in B cell proliferation, differentiation and Ig production [31]. The second pathway involving IgA production is part of the first line of defense against microbial infection. IgA is a non-inflammatory antibody produced by an IgA plasma cell [32] and the overall repression of this pathway could indicate a reduction in the ability of the animal to neutralize toxins and pathogenic microbes. The third pathway listed includes genes involved in RNA degradation pathways that monitor the quality and turnover of RNA in cells, in order for correct protein translation to occur [33]. These processes may be compromised in blood cells after exposure to ^90^Sr, leading to further defects in biological functions involving many proteins. The fourth pathway involved primary immunodeficiency that affects cellular and humoral immunity and may be perturbed due to defective cell maturation and function during hematopoiesis [34], which could be compromised after ^90^Sr injection and deposition of the radioisotope to bone. RNA degradation pathways, also indicated to be significantly affected across the study may potentially have a widespread effect on integrity of messenger RNA of blood cells, and defective monitoring and removal of missense mRNA may result in the production of dysfunctional proteins in cells. The large proportions of down regulated genes in this study suggest that ^90^Sr localization in the proximity of the hematopoietic compartment may have compromised the development of certain subsets of the blood cells. Further investigations will be needed to confirm this.

The impact of ^90^Sr injection on gene expression was also analyzed using a prediction algorithm for upstream regulators in IPA (Fig. 5a and b). Initially we limited predictions to transcriptional regulators that recognize promoters of other genes or have a direct effect on known transcriptional factors. The top activated regulators predicted were Trim24, Gfi1, Nupr1 and Nkx2.3. The Trim24 (tripartite motif-containing 24) protein functions as an E3 ubiquitin ligase for p53 and may lead to the termination of the DNA damage response mediated by p53 [35, 36]. There is evidence that *Trim24-/-* mutant mice show adverse effects of calcium metabolism and deposition in arterioles [37] and Trim 24 activation as predicted in our study may be related to altered concentrations of strontium and calcium in the mouse. Gfi1 (growth factor independent 1) protein transcriptional factor is a known inhibitor of the p53-dependent DNA damage response in the progress of leukemia [38] and also has an important role in erythroid cell lineage development [39]. Activation of Gfi1 may be characteristic of activation of specific hematopoietic progenitor cells in response to ^90^Sr [40]. Both Trim24 and Gfi1 have known effects on p53 function in cells, leading to defects in growth and development. Another top predicted activated regulator of gene expression was Nkx2.3 (NK2 homeobox 3) protein, which is a homeodomain protein with an important role in the maintenance of the structure of the spleen [40]. It is required for proper growth of spleen fibroblast cells and may affect complement factor aggregation and immune function of the organ [41]. Activation of Nkx2.3 may indicate changes in levels of spleen growth and contribute to the changes in blood gene expression as a result of these changes.

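For p53, 28 target genes were listed as such, and 23 passed the detection filter. Of these 19 were lower in 90Sr-injected mice, with a median log2 change of -0.47 over the 5 days, and the list did not pass at 0.05 (adjusted p = 0.0559 from camera). By day the median was -0.55, -0.20, -0.30, -0.68 and -0.44 at the 5 days in order. When the 75th percentile was the scale, 12 of the 23 genes were lower and the median was -0.09. Leaving out 1 array changed whether the list passed for 5 of the 56 arrays.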

The p53 transcription factor, although not meeting the criteria for inclusion in Fig. 5a, was predicted to be inhibited across the study (IPA generated z-scores for p53 effect on gene expression were −1.3, −2.4, −2.1 and −1.8; at days 4, 7, 9 and 30, respectively). In our ^137^Cs study, this central radiation response factor and many of its downstream effector genes were activated at early times, and then inhibited at later times [24], giving a precedent for inhibition of p53 by internal radiation emitters.

We next looked specifically for gene expression changes of known radiation genes after ^90^Sr injection and found that mRNA for *Cdkn1a* (cyclin-dependent kinase inhibitor 1a), *Ccng1* (Cyclin G1), *Ddb2* (damage-specific DNA binding protein 2) and *Bbc3* (BCL2 binding component 3) were significantly affected at some times in the microarray data. 

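On the arrays, the log2 change of Cdkn1a was 1.81 (standard error 0.18) at day 4, 1.66 (0.19) at day 7, 1.97 (0.20) at day 9, 1.20 (0.21) at day 25 and 0.16 (0.35) at day 30. It was called at days 4 to 25 (adjusted p from limma 1.49e-04, 1.19e-04, 1.79e-05 and 3.01e-04) with every 90Sr-injected mouse above every control mouse, and not at day 30 (0.693), where 1 of 6 was. The change differed between days (interaction, adjusted p = 5.62e-04), but at day 30 it followed the slide. On the slide that held both groups, the 90Sr mice were at 0.55 and 0.36 and the controls at -0.83 and -0.66. The other 90Sr mice, on another slide and scanned in another session, were between -1.10 and -0.42. The other controls were between -1.46 and 0.48. Slide or scan session stays open as the cause of the lost rise at day 30. The probe was near background, and was well above it in 3 of 4 control mice at day 4 and in 2, 2, 5 and 5 of 6 at the later days. Of its 3 probes, this was the brightest, well above background on 40 of 56 arrays. The others were well above it on 10 and 0 arrays and are too dim to decide on the change at day 30. Ddb2 changed by -1.14 (standard error 0.18) at day 4, where it was called (adjusted p = 6.79e-04 from limma, 4 of 4 mice below all controls). It changed by -0.77 (0.18) at day 7 and -0.68 (0.22) at day 9 and was not called there. At day 25 the change was -1.05 (0.25) and Ddb2 was called (adjusted p = 0.00193, 6 of 6 mice below all controls), a call that was lost without 1 or another of 8 arrays, and at day 30 it was -0.14 (0.43). Scaling on the 75th percentile moves the change up by 0.48 at days 4 and 25, which leaves Ddb2 lower by less than 2-fold at each. Ccng1 and Bbc3 passed the detection filter but not the filter on variation. Ccng1 changed by 0.04, -0.03, 0.07, -0.23 and 0.40 at the 5 days (adjusted p from limma without that filter 0.794, 0.835, 0.775, 0.207 and 0.0969), and Bbc3 by 0.06, -0.12, -0.01, -0.24 and -0.10 (0.779, 0.570, 0.986, 0.211 and 0.699). Neither was called at any day, except under scaling on the spike-in probes, where both were called lower at day 7. The spike-in signal of that day followed slide and scan session.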

We used quantitative RT-PCR to validate the changes in gene expression for these p53 targets and the result is shown in Fig. 7; in panel a, *Cdkn1a* and *Ccng1* transcripts were induced early and then between days 7 and 25 appeared to stabilize at a level slightly higher than controls. Panel b shows transcriptional changes in *Ddb2* and *Bbc3* genes, which were also induced at higher levels at day 4 but then repressed by day 9, after which they were repressed even further by day 30.

**Fig. 7:**
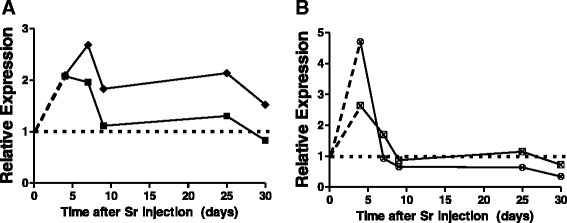
Radiation related gene expression. **a** Genes such as cyclin dependent kinase inhibitor 1 a, *Cdkn1a* (♦) and CyclinG1, *Ccng1* (■), were consistently induced across most of the time course. **b** Transcript levels for the genes Damage specific DNA binding protein, *Ddb2* (⊠) and Bcl2 binding component 3 protein, *Bbc3* (⨂), were initially induced, then back to control levels by day 9, and then stayed mostly repressed until day 30. Each point is the average of 3 samples per condition

Upstream regulators of gene expression that were strongly predicted to be inhibited across the study were Irf7, Myc and Xbp1. Irf7 or Interferon regulatory factor 7, is a transcriptional factor produced in response to viral infections, and the regulation of Irf7 is strongly controlled because of effects on auto-immunity and cancer [41]. The predicted inhibition of Irf7 after ^90^Sr injection may indicate a reduced ability to respond to infections as reflected by changes in transcriptional targets of this protein. Xbp1, X-box binding protein 1, also predicted to be inhibited in this study, is a known regulator of MHC (major histocompatibility complex) class II molecule expression in B-cells [42]. This may have an effect on the development of B-cells *in vivo*, which is also known to occur in response to long-term ^90^Sr exposure in humans [43].

The heat map in Fig. 5b, shows the predicted states of upstream regulators of gene expression that were not categorized as transcription factors or direct repressors of transcription factors, and included G-protein receptors, ligand-mediated and transmembrane receptor proteins, kinases and phosphatase types of molecules. Of these factors, most predictions were of inhibition at day 4. An overview of the types of molecules in this list revealed that the Interferon protein family was the most prominent protein type, members of which were predicted to be inhibited at day 4 through day 9. The second most prominent group was the Interleukin protein family, also with a similar pattern of inhibition but more widespread across all times. Inhibition of Interferons may indicate defects in the hematopoietic capacity of quiescent stem cells, as studied in response to infection [44] but also possibly in response to exposure to radiation from ^90^Sr.

One of the most interesting observations in this study was that the majority of significantly differentially expressed genes at all time-points were down regulated, ranging from 91 % of all genes at day4, to 77 % of all genes at days 25 and 30 (Table 1). Additionally, there were 1180 genes common to all time points that were down regulated to similar levels across the entire study, representing an average of 33 % of the total genes affected at each time. 

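At day 30, where the split was the most even, the share of called genes that were lower was 73.2% when arrays were scaled on a reference array, 51.0% with quantile normalization and 37.4% when the median of the detected probes was the scale. On the median of the detected probes the share at days 4, 7, 9 and 25 was 31.4%, 26.1%, 29.4% and 23.7%. The change depended on how bright a gene was. In the 4705 genes dimmest by the control signal of the other days, the median log2 change was 0.50, 0.43, 0.39, 0.59 and 0.43 at the 5 days in order, whereas in the genes between the median and the 75th percentile of that signal it was -0.60, -0.50, -0.53, -0.70 and -0.45. Of the genes called on the slides that held 1 group only, 97.4%, 90.8%, 98.0% and 96.0% changed in the same direction on the slide with 2 control and 2 90Sr arrays at days 7, 9, 25 and 30. The median ratio of the change there to that on the other slides was 1.12, 0.90, 0.47 and 0.49. From the share of down regulated genes, together with the localization of 90Sr near the hematopoietic compartment, the paper proposes that the development of certain subsets of blood cells may have been compromised, and calls for further work on this.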

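The 1225 genes lower at all 5 days made up 32.4%, 42.9%, 36.0%, 24.7% and 20.5% of the called genes at the 5 days in order, on average 31.3%. Their mean log2 change was -1.60 at an absorbed dose that the paper gives as 1.2 ± 0.1 Gy, -1.36 at 1.8 ± 0.1 Gy, -1.51 at 2.1 ± 0.3 Gy, -1.70 at 4.8 ± 0.4 Gy and -1.70 at 5.3 ± 0.7 Gy. The effect of 90Sr differed between days for 3 of the 1231 genes called at every day. The selection of these genes for a call at every day itself keeps that number low, so it does not show a constant effect. With arrays scaled on their 75th percentile, the median change of the 1225 genes was -1.05, -0.91, -1.03, -1.13 and -1.44, and 636, 452, 582, 703 and 1082 of them were called lower. Dose and day rose together, and cannot be told apart in these comparisons.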

The large number of down regulated genes and the consistent, dose-independent, changes observed at all times (Fig. 2b), suggested a possible role for microRNA-mediated repression of genes, potentially acting to suppress gene expression in a highly concerted manner [45], see also Additional file 7, which includes a network showing the microRNA and their potential target mRNA and the overlap of these networks. We selected microRNA for further testing on the basis of the strength of the prediction (z-score) and also the number of potential targets for that microRNA as predicted in IPA. We measured the transcript levels of *mmu-miR-16*, *mmu-miR-124*, *mmu-miR-125* and *mmu-miR-210* and observed the early induction of all four microRNA, consistent with their predicted state at that time, Fig. 6a and b. Between days 7 and 9, the levels of these microRNA species were seen to fall, with a slight increase again at day 25. The dynamics of microRNA induction shown here, suggest a role in early repression of target genes followed by maintenance of low target mRNA levels, however further studies are required to determine the exact role and mechanism of microRNA effects on gene regulation after ^90^Sr exposure [46, 47]. MicroRNA are known to be characteristically expressed in certain blood cell sub-sets and *mmu-miR-125* is highly expressed in T cells and neutrophils in blood [48]. MicroRNA are also known to respond to external radiation, in different cell types and also *in vivo* in blood [49–52], therefore the microRNA measured in this study may be strong candidates for further investigation for modulation of gene expression as a result of exposure to ^90^Sr. This is the first report of an effect of radiation exposure from an internal emitter on microRNA gene expression in blood.

## Conclusion

We showed that the radionuclide ^90^Sr, when injected into mice was rapidly localized to skeleton, and led to a dramatic effect on gene expression in mouse blood cells. In the course of our 30-day study, a total of 8082 genes were changed, with the majority of genes being down regulated. Pathways that were affected at all times in the study belonged to immune functions related to B-cell development and RNA maintenance, indicating that ^90^Sr had a long-lasting and widespread effect on blood cell development and also housekeeping processes in the cells. Application of prediction algorithms identified potential regulators of gene expression and suggested a possible role for microRNA-mediated gene regulation in response to this internal emitter. ^90^Sr, as an internal emitter was able to elicit a distinct response in mouse blood cells, with a large number of genes being down regulated and staying repressed throughout the study, which was very different from the response to ^137^Cs in blood. Differences in transcriptomic response may lead to identification of separate radionuclide-specific biodosimetry signatures and also impact the type of diagnosis and treatment after exposure.

### Availability of supporting data

The data set supporting the results of this article is available in the NCBI GEO repository [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64775].

## Additional files

Additional file 1:
**Manual cell counts for lymphocytes from blood smears.** (PDF 89 kb) Additional file 2:
**Differentially expressed genes in the study.** (XLS 3484 kb) Additional file 3:
**List of 1184 common genes and PANTHER GO analysis.** (XLS 143 kb) Additional file 4:
**IPA biological functions table with** **z-scores** **, details of Fig.** **3.** (XLS 99 kb) Additional file 5:
**IPA upstream biological regulators table with** **z-scores** **, details of Fig.** **5.** (XLS 33 kb) Additional file 6:
**IPA upstream regulators: miRNA, with** **z-scores**, **details of Fig.** **6.** (XLS 26 kb) Additional file 7:
**IPA networks of miRNA and potential target genes.**

## Abbreviations

Sr: Strontium
miR: microRNA
PCR: Polymerase chain reaction

# Supplementary material for: Effect of 90Sr internal emitter on gene expression in mouse blood
**Source:** BMC Genomics. 2015 Aug 7;16(1):586. doi: 10.1186/s12864-015-1774-z
**Supplement:** Additional file 1: — Manual cell counts for lymphocytes from blood smears.

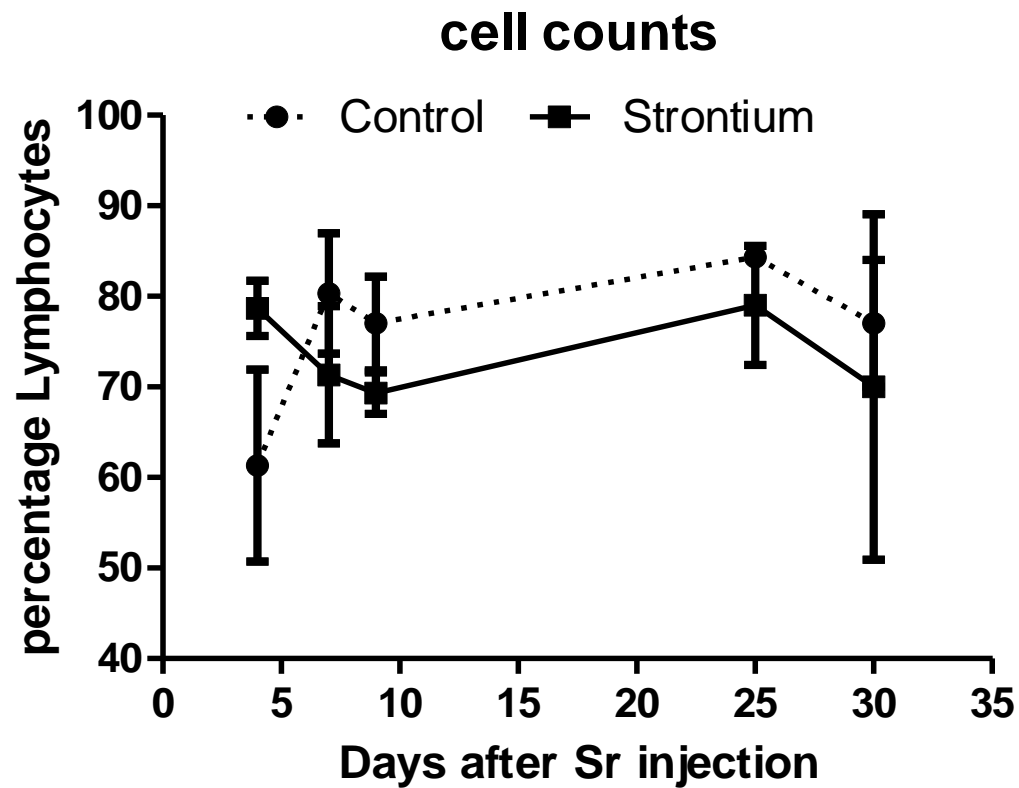

Additional file1. Blood smears were prepared at LRRI and then stained with DiffQuick and manually counted.

# Supplementary material for: Effect of 90Sr internal emitter on gene expression in mouse blood
**Source:** BMC Genomics. 2015 Aug 7;16(1):586. doi: 10.1186/s12864-015-1774-z
**Supplement:** Additional file 7: — IPA networks of miRNA and potential target genes.

# Day 4

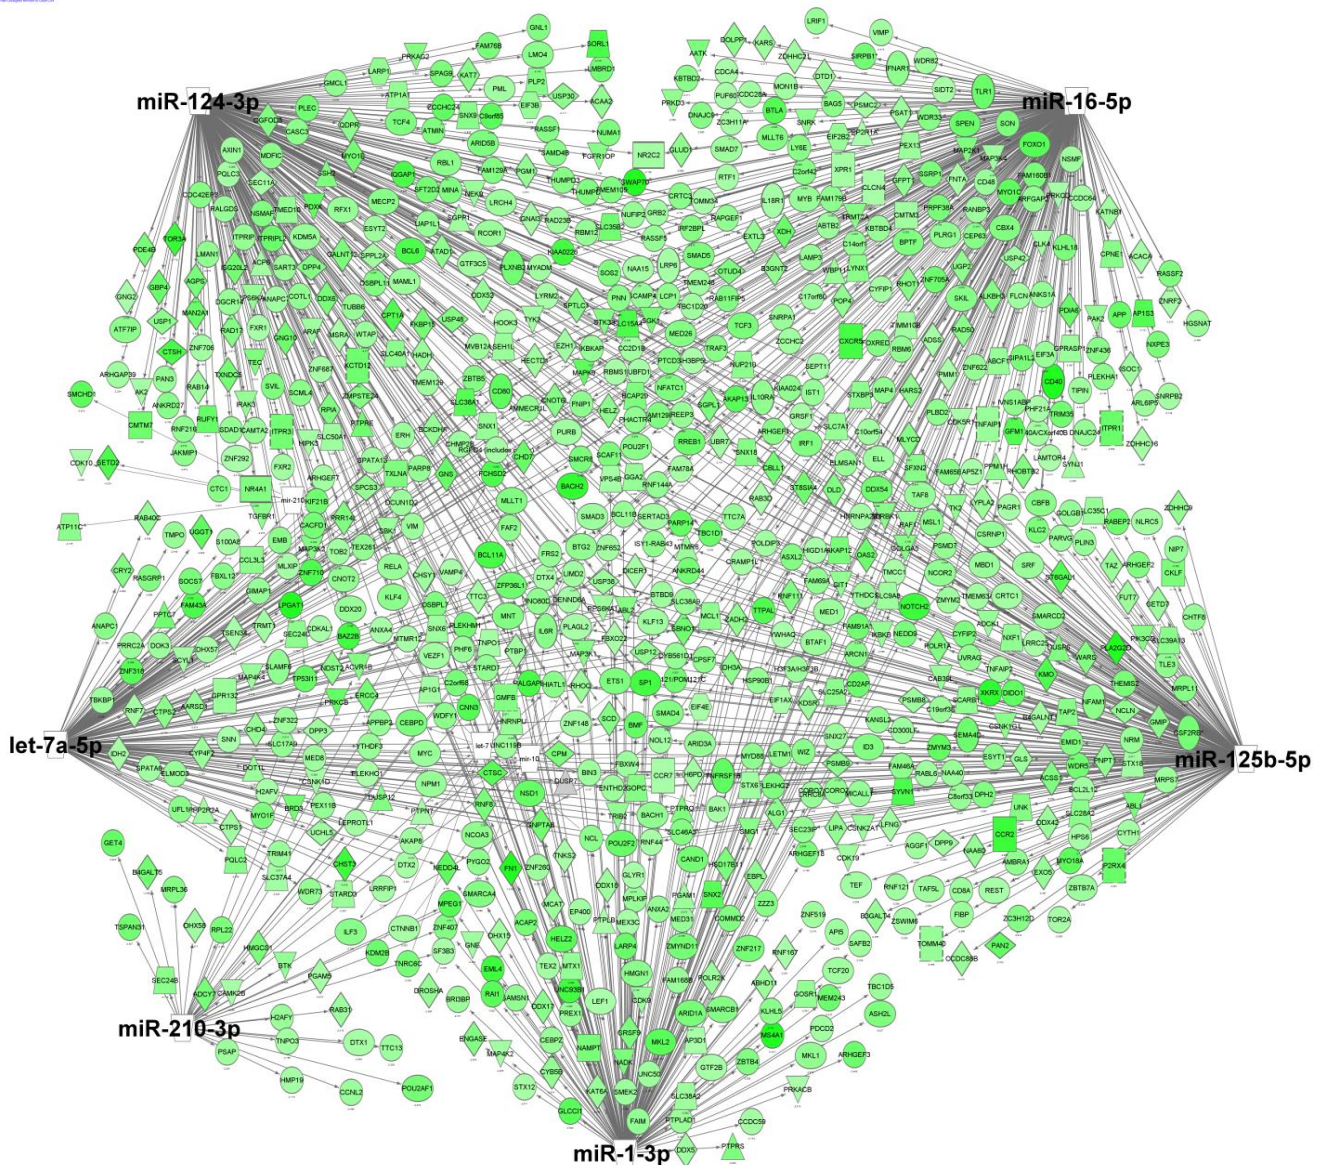

**Additional file 7:** Network of top predicted microRNA and potential target genes. Overlay of colors represent down-regulation of mRNA at day 4.

How the deposited data were processed for this re-analysis (not part of the article)

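Gene expression was measured in the blood of 56 mice on one-color Agilent whole mouse genome arrays, in 28 mice injected with 200 kBq of 90Sr and 28 control mice, in 10 groups of 4 mice at day 4 and 6 mice at each later day. The authors deposited, for each array, the processed signal as an intensity on a linear scale, as the Feature Extraction software wrote it after background correction and before any scaling between arrays. The header of the deposited files names version 11.5.1.1 of that software. Other columns that the authors deposited with the intensity are flags for spots that are non-uniform, above background, well above background or saturated. A table of the authors' processed log2 values was deposited for the same 56 arrays.

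The authors' log2 values were set against the scanner values. Within each array they differed from the log2 processed signal by a constant, with a range of 1.67e-06 between the 1st and 99th percentile of the differences. The constants followed the median difference from 1 array, replicate 6 of the day 30 90Sr group (SD of the remainder 0.0113, and 0.0407 for the next best array). The table has 14208 entries, of which 14162 are non-control probes and 46 are control probes, and 34196 of its values are missing. Of the missing values of probes with a single spot, 33754 of 33754 are spots marked non-uniform or not above background.

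From the intensities, the following was computed. Control spots were left out, spots of the same probe were averaged on the log2 scale, and each array was centered on the median of its 43020 non-control spots, as a median normalization; the methods do not say which median, and the authors' values follow the reference array above, which was run as an alternative. Probes marked non-uniform or not above background on 25% or more of the arrays were left out (23345 probes of 18820 genes remained), as were probes that differed by 1.5-fold from their median on fewer than 20% of the arrays (17121 probes of 14602 genes remained; at day 4, 14601 had values on enough arrays). A gene with several probes was represented by the probe of highest mean. Gene lists were tested on the 18820 genes that passed the detection filter. Gene names are those of the array files; 10506 of the 14602 genes had an accession in the reference table, and for 738 the table gave another symbol. Probe positions are those of the array files, on mm9.

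Each day was fitted by itself in R 4.3.3 with limma 3.58.1 and statmod 1.5.0 (lmFit and eBayes), control against 90Sr mice of that day. A gene was called at an unadjusted p under 0.001 with a change of at least 2-fold, the threshold of the methods. Benjamini-Hochberg adjusted p from limma are over all genes tested. Differences between the 5 groups of control mice, and differences between days in the effect of 90Sr, were tested with limma's F test in a fit of all 10 groups. Gene lists were tested with camera at an inter-gene correlation of 0.01 on the average effect over the 5 days, with fry and with an estimated correlation as alternatives. Pathway lists were compared with the genes called at all 5 days by a one-sided Fisher's exact test. The 17 gene lists were written from general knowledge, without access to KEGG or IPA. Single values of arrays were compared with two-sided exact permutation tests over the 35 splits of 4 against 4 mice, mirrored splits counted once, or the 462 of 6 against 6.

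The genes named in the text are among those the paper names in its results on these arrays, the genes called higher at all 5 days, and the largest changes of each day among called genes for which every 90Sr mouse lay beyond every control mouse, by a rule fixed in advance. Where a probe was not well above background on any array of a group, only a lower bound of the fold change is given. The bound is the brighter group's mean less the dimmer group's mean of, per array, the higher of the lowest signal among probes well above background and the probe's own signal, on the log2 scale.

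The steps were tested on simulated data with the means and spread of the real genes, in which 200 of 14602 genes were changed. In order of day, 78.5%, 91%, 88.5%, 90% and 92% of the changed genes were recovered, with 16, 8, 13, 7 and 9 unchanged genes called. The test between control days recovered 84% with 5 false calls, and the test of effects differing between days 56.5% with 6. For gene lists, the 1 changed list was recovered with 0 false calls. The simulated genes varied independently, so this count does not show the false calls that genes varying together give. With the real data and the mice relabeled within days, a median of 7 of the 17 lists passed.

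The alternatives were other scalings (75th percentile, median of detected probes, a reference array, quantile, spike-in probes), normexp background correction with an offset of 50, stricter and no filters, dim spots as missing, the mean of a gene's probes, the authors' processed values, the methods' t-test, array weights, other thresholds, the replicate number, slide or scan day as a block, 1 fit of all 10 groups, and each array left out in turn. These were chosen before the data were examined, like the gene lists, the tests of the preceding paragraphs and the other splits of the mice. The tests of technical explanations (slide, scaling, labeling, cell types, liver RNA) were chosen after. Background subtraction (floor 0.5, offset 50) in place of normexp was added afterwards. For the slide as a random block, the within-slide correlation was estimated over all genes with a value on every array. The spike-in scaling used the 5 spike-in probes that were well above background on all arrays.

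The depth of an array is given as its signal over background, and the number of arrays limits the precision of each value. The qRT-PCR, dosimetry, blood counts, IPA predictions and microRNA measurements were not analysed here. The result of 1 named gene is not reported here.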

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

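The tests of slide, scaling and cell types in this part were chosen only after the result was seen; the tests of differences between days, of single arrays far from their group and of other splits of the mice were planned.

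Each group of 4 or 6 mice was tested, measure by measure, for a mouse far from the others, which gave 109 tests. In 6 of them the highest or lowest mouse lay far off, by its gap to the nearest mouse as a share of the range. Chance marks about 1 in 20 tests, so this number is no more than chance gives. Among control mice at day 9, replicate 6 had the highest median log2 signal (gap 0.655 of the range), the highest Ddb2 (0.738) and the lowest Actb (0.6251). Among 90Sr mice at day 9, replicate 1 had the lowest Mt2 (0.789) and the lowest Actb (0.684). Among control mice at day 7, replicate 2 had the highest Bbc3 (0.690). The values of genes are relative to the array median, so the measures of 1 array are not separate evidence. Both day 9 arrays lay on the same slide, which is also the slide of that day that held both groups. Slide, RNA and hybridization stay open for them; no biological explanation was tested, since the design gives none within a group. With each array left out in turn, 2826 to 3669 genes were called at day 9.

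The effect of 90Sr differed between days for 3281 of 14601 genes by the interaction test. These genes included Cdkn1a (adjusted p = 5.62e-04), which by its brightest probe was higher at days 4 to 25 and not at day 30. On the day 30 slide that held both groups, the 90Sr mice were above the controls for Cdkn1a. The genes also included Crip2 (adjusted p = 0.0369), whose rise was between 1.07 at day 4 and 2.06 at day 9. In 100 regroupings of the mice over days, 1 (the real one) gave as many genes, so chance is argued against for the count. Slide is a technical explanation that stays open for most of it, since with the slide as a random block 553 genes passed. Each day lay on slides of its own, dose rose with day, and these cannot be told apart here. A change of the response with time or dose may be part of it, as an untested hypothesis.

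Erythroid and cell cycle genes, which were not tested as lists in the main text of the paper, were higher in 90Sr mice relative to the other genes. Of 32 listed erythroid genes 31 passed the detection filter, all 31 were higher on average, and their median log2 change was 0.77 (adjusted p = 2.55e-11 from camera). Of 24 listed cell cycle genes 18 passed, 17 were higher, and their median was 0.78 (adjusted p = 5.64e-06). None of the genes of either list is in another list used here. The 3 most abundant erythroid genes, Hba-a1, Alas2 and Hbb-b1, had mean log2 signals of 14.94, 14.80 and 14.80 in control mice and 15.62, 15.50 and 15.48 in 90Sr mice. These signals are relative to array medians that fell by between 0.59 and 0.94, and 54 spots of Hba-a1 over the 56 arrays were saturated, so these 3 genes do not show a rise of erythroid RNA.

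Scalings that shift a whole array cannot move a list against the other genes, so they decide nothing here. Quantile normalization and background subtraction could have done so. The B cell and erythroid lists kept their direction relative to the other genes under both, with a largest adjusted p of 8.57e-06, which argues against scaling as the whole cause; normexp was not part of that comparison. In absolute terms the erythroid list depended on the scaling, with a median of -0.36 on the spike-in probes, where the median of all genes was -1.04. By day that median was 0.08, -1.79, -0.26, -0.16 and 0.43, so the average was drawn down by day 7, where the spike-in signal shifted most. A larger share of erythroid RNA that lowers every white cell type alike is argued against as the whole cause, since B cell genes fell relative to neutrophil genes at every day, the smallest change being -1.42. What stays open is a change in the share of erythroid cells or of their immature forms together with a loss of B cells, and the globin reduction before labeling, which was not tested. Against a loss of cells stand the paper's manual counts of blood smears, titled as counts of lymphocytes. The paper reports that these did not differ significantly between the groups at any time, and they were not analysed here.

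The count of 14 gene lists past the threshold cannot be separated from chance, as 18 of 100 relabelings of mice within days gave as many. The relabelings other than the real one gave a median of 7 lists past it. For 16 of the single lists, all but the neutrophil list, the size of the shift relative to the other genes was reached only by the real labels among the 100.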

How the results depend on the processing

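The alternative of background subtraction was chosen only after the results were seen; the other alternatives here were planned. Of the values for numbers of genes, their share lower and the numbers of lists and pathways, 240 kept their direction and stayed within 1.5 times, or 10 percentage points, 78 moved and 16 reversed. For named genes 3161 values kept direction and side of the threshold, 362 fell short of it, 135 came to pass it and 23 reversed. For gene lists the numbers were 257, 21, 10 and 1, and for single pathways 67 kept and 9 fell short. Where no reason is named, the cause was not tested.

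The share of called genes that were lower depended on the scaling. On the 75th percentile it was 29.5%, 24.5%, 28.2%, 20.8% and 36.0% at the 5 days in order, and on the median of detected probes 31.4%, 26.1%, 29.4%, 23.7% and 37.4%, reversed at all 5 days. With quantile normalization it was 60.6%, 49.5%, 60.6% and 42.9% at days 4, 7, 9 and 25. On a reference array it was 73.2% at day 30, and in the authors' values 87.6% at day 9 and 76.3% at day 30. On the spike-in probes it was 100%, 100%, 99.9% and 95.1% at days 7, 9, 25 and 30, where the median of all genes shifted by -0.46, -2.40, -1.31, -0.72 and -0.73 against the main scaling at the 5 days. After background subtraction it was 99.9%, 99.9%, 99.9%, 99.9% and 93.5%.

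Without a detection filter the share was 61.8% at day 9 and 31.7% at day 30, and with only probes well above background 49.6% at day 30. At an adjusted p under 0.05 without a minimum fold change, so that both thresholds changed, it was 62.5%, 57.7% and 55.8% at days 4, 7 and 25. The setting without a minimum fold change is the same one below. With the slide as a block it was 93.3%, 61.3% and 87.0% at days 7, 25 and 30, and with the scan day as a block 77.4% at day 30. Without 1 array, replicate 1 of the 90Sr mice, the share at day 30 was 49.3%, below an even split.

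Numbers of called genes moved by more than 1.5 times under these settings. On the spike-in probes there were 15443 at day 7, where the spike-in signal followed slide and scan session, and 7876 at day 9. After subtraction there were 2295, 1224, 2136, 3217 and 2912 at the 5 days, from 5609 genes tested. At an adjusted p under 0.05 without a minimum fold change there were 8855, 9479, 7239, 10393 and 10417. With only probes well above background there were 1836 at day 7, and without a detection filter 10111 at day 30. With the slide as a block there were 1748, 869, 80 and 247 at days 7, 9, 25 and 30, and with the scan day as a block 1074 at day 30; these fits rest on the few arrays that share a slide or scan day with the other group. At day 4 slide and group coincide, so no value with that block exists there, or for genes called at any or all days.

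After normexp, 3, 4, 106, 1 and 728 genes were called, of which 100%, 100%, 90.6%, 0% and 0.137% were lower. On 22 of the 56 arrays the correction lifted the dimmest 1% of spots above 2 times the offset, so its values compress the changes unequally between arrays.

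For genes called at any day, the numbers were 15944 on spike-in probes, 831 after normexp, 3935 after subtraction, 6066 with probes well above background, 14867 without detection filter and 13853 without a minimum fold change. For all 5 days they were 350 on the 75th percentile, 361 on detected probes, 352 with quantile, 3927 on spike-in probes, 0 after normexp and 4281 without a minimum fold change, with 239, 259, 317, 3927, 0 and 3901 lower at all 5 days. With normexp 0 pathways passed, as no gene was called at all 5 days.

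Genes differing between control days numbered 18802 on spike-in probes, 54 after normexp, 3258 after subtraction and 14237 without a detection filter. Genes whose effect differed between days numbered 15361 on spike-in probes, 1 after normexp, 807 after subtraction, 8551 with array weights and 553 with the slide as a random block. Of the 17 gene lists, 0 passed with an estimated correlation in camera, where each list needs a larger shift. The platelet list was -0.40 after subtraction.

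Single genes reversed on the spike-in probes at day 7, where Mt2 changed by -0.17, Cdkn1a by -0.75, Nkx2-3 by -1.81, E2f1 by -2.38, AK156771 by -0.88, Crip2 by -0.90, Gng13 by -0.60, Nacad by -1.01, Psrc1 by -1.33, A_55_P1970221 by -0.21 and Trim38 by -0.24. These reversals rest on a spike-in signal that followed slide and scan session at day 7. Stat6 at days 4, 7 and 25 was 1.31, 0.97 and 1.07 on the 75th percentile, 1.29, 0.96 and 1.05 on detected probes and 0.43, 0.59 and 0.68 with quantile, where another of its 3 probes was kept by the filter on variation; its probes disagree in direction. Irf1 at day 9 was 0.31 as the mean of its probes, Crip2 at day 4 was -0.49 and Dennd5b at day 25 was 0.75 after normexp.

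With each array left out in turn, 2970 to 3978 genes were called at day 4, 2154 to 3470 at day 7, 2826 to 3669 at day 9, 3977 to 5550 at day 25 and 4905 to 6808 at day 30. The share lower was between 88.6% and 90.9%, 79.0% and 86.7%, 69.9% and 81.7%, 76.6% and 83.5%, and 49.3% and 56.7%. Genes called at any day were 8744 to 9697 and at all 5 days 938 to 1395. The call of Ddb2 at day 25 changed without 1 or another of 8 arrays, the NK cell list without 6, the p53 list without 5 and the platelet list without 11.

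Mice of a group share replicate numbers with those of the other group. Same-numbered mice did not deviate together, with correlations from -0.28 to 0.34 and no day with every pair over 0.1, so the numbers do not pair the mice. With the replicate number as a block, 3742, 2594, 2741, 4412 and 6068 genes were called at the 5 days, 8915 at any day and 1023 at all 5. RNA degradation then had 6 of 52 genes (adjusted p = 0.154).

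For the real split of the mice, 1 of 35 splits at day 4 and 1 of 100 splits at each of days 7, 9, 25 and 30 gave as many called genes, that being the real one. These are the smallest shares the test can give, so chance is argued against for each day. At day 4 the real split is also the split of the slides, which the test cannot tell apart. Chance is argued against in the same way for the genes called at any day, and for those called at all 5 days (1 of 100 each). For the 4 pathways the number was also 1 of 100, but the other relabelings called no gene at all 5 days, so chance was not tested for the pathways apart from the genes. Spots near background limit what the arrays show, since signal there is dominated by background correction and a fold change is uncertain.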

Differences from the paper's values

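No test in this part was chosen after the result was seen, apart from background subtraction. In the main setting, no count of genes or fold change stated by the paper and computed here differed by more than 1.5 times. Among shares, the limit of 10 percentage points used above was passed by the share lower at day 9 (76.7% here) and at day 30. The overlaps of days 9 and 25 with the following day passed it too. The widest gaps were at days 25 and 30, where the paper's 3478 genes stand against 4956 and the paper's 77% lower against 51.9%. Of the settings chosen before the data were examined, the scan day as a block (77.4%) came closest at day 30, with far fewer genes, followed by the authors' processed values (76.3%) and scaling on a reference array (73.2%). At day 25 the filter on probes well above background came closest with 3506 genes, followed by quantile normalization with 3543 and the slide as a random block with 3618. The authors' processed values gave 4733 at day 25, so the gap remained in them. At days 4, 7, 9 and 30 they gave 3981, 3039, 3517 and 5811, near the paper's counts. A setting with a total near 3478 is therefore not shown to be the reason for the gap.

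The methods state that all genes used had a false discovery rate below a limit of 0.002. The largest adjusted p among called genes was above that limit at every day here, between 0.00227 at day 30 and 0.00371 at day 9. Under background subtraction, chosen after seeing the values, it was 0.00157, 0.0011, 0.00137, 0.00101 and 0.00167 at the 5 days.

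The paper states that 4 radiation response genes were significantly affected at some times and shows by qRT-PCR that Ccng1, Ddb2 and Bbc3 rose early. On the arrays Ddb2 was lower at day 4, with a log2 change of -1.14. Ccng1 and Bbc3 changed by 0.04 and 0.06 at day 4 and were not called at any day in the main setting. Under scaling on the spike-in probes, whose signal at day 7 followed slide and scan session, both were called lower at that day. Cdkn1a was higher on the arrays at days 4 to 25.

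The paper describes the levels of the common genes in control mice as stable over 30 days. Of the 1231 genes called at all 5 days here, 564 differed between the control days, 21 of them by 2-fold or more.

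Among the overlaps with the following day, the paper's lowest are those of days 4 and 9 and its highest that of day 25. Here the highest was that of day 9 (71.0%), followed by day 25 (63.3%). In the authors' processed values they were 72.1% for day 9 and 71.3% for day 25, and on a reference array 67.6% and 71.4%, where day 25 was the highest.

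In Fig. 4a the array values of Mt2 are drawn on an axis of relative expression, about 2.3 at day 25 and about 1.8 at day 30, read by eye. These lie near the log2 changes found here, 2.10 and 2.01, and not the fold changes of 4.28 and 4.03. For Unc93b1 the values in Fig. 4b, about 0.33 and about 0.25 at the same days, lie near the fold changes of 0.270 and 0.288.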

Other observations

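The tests of scaling, labeling, slide, brightness by the controls of other days, cell types against each other and liver RNA in this part were chosen only after the result was seen.

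More called genes were lower than higher at each day in the main setting. The scaling of the arrays remains open as an explanation of that balance, since on the 75th percentile and on the median of detected probes the share lower was at most 37.4% at any day. Weaker labeling of the 90Sr arrays as the whole cause is argued against. The spike-in probes changed by -0.20, 1.81, 0.37, 0.06 and 0.14 on the log2 scale at the 5 days, whereas the median of detected probes fell by 1.12, 0.92, 1.32, 1.12 and 0.76, and the smallest gap between them was 0.89. None of the 8960 spike-in spots over all arrays was saturated (0). At days 7 and 30, 4 of the 6 90Sr arrays were scanned in another session than the controls. At day 7 the spike-in signal of the 90Sr arrays had an SD of 1.29 against 0.14 in the controls. A lower amount of labelable messenger RNA per amount of total RNA in 90Sr mice may explain the fall of the detected probes. That is a hypothesis that these arrays do not test. The balance of higher and lower genes then depends on which genes are taken as unchanged.

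Genes between the 25th percentile and the median of the control signal of the other days fell by 0.25, 0.24, 0.30, 0.40 and 0.14 at the 5 days. Genes above the 75th percentile changed by -0.02, -0.00, 0.02, -0.16 and 0.29. The number of probes well above background was lower on average in 90Sr mice at all 5 days (20765, 17953, 16357, 16906 and 17732 against 22866, 19957, 20673, 21067 and 23247, two-sided exact permutation p = 0.0571, 0.0281, 0.00216, 0.00216 and 0.00216, adjusted 0.0635, 0.0346, 0.00433, 0.00433 and 0.00433). Values this close to background move with the background correction.

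The slide as the whole cause of the called genes at days 7, 9, 25 and 30 is argued against, since at least 90.8% of the genes called on the other slides changed in the same direction on the slide that held both groups. Changes on that slide were about as large at days 7 and 9 and smaller at days 25 and 30, where 980 of 5261 and 2344 of 5563 genes changed by 2-fold or more. A part of the size of the changes at days 25 and 30 may therefore come from the slides. At day 4 each group lay on 1 slide. On each of the 4 later slides that held both groups, at least 90.2% of the 408 genes called higher at day 4, and at least 97.7% of the 3374 called lower, changed in the same direction, against at most 55.8% of all genes. This argues against the slide as the whole cause at day 4; a part of the size of the changes stays open.

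Between the control days, 9101 of 14602 genes differed, and 1 of 100 regroupings, the real one, gave as many, so chance is argued against. Slide-to-slide variation as the whole cause is argued against, since 7965 genes passed with the slide as a random block. Scan day and day of sampling cannot be told apart.

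B cell genes also fell relative to other white cell lists in the same mice. Against neutrophil genes the change was -1.46, -1.42, -1.95, -1.58 and -2.20 at the 5 days (two-sided exact permutation p = 0.0286, 0.00216, 0.00216, 0.00649 and 0.00216, adjusted 0.0301, 0.00433, 0.00433, 0.00866 and 0.00433), and against monocyte genes -0.85, -0.53, -0.76, -0.86 and -1.08 (p = 0.0286, 0.0325, 0.00433, 0.00649 and 0.00433 by the same exact permutation test, adjusted 0.0301, 0.0325, 0.00722, 0.00866 and 0.00722). The most abundant B cell genes, Cd79b, Faim3 and Ms4a1, had mean log2 signals of 9.33, 8.04 and 7.59 in control mice and 6.85, 5.69 and 5.27 in 90Sr mice. Of the 18 B cell genes listed, 6 are also in another list. The other lists not given above were the B-cell receptor list (55 of 65 genes lower, median log2 change -0.999), the IgA network (26 of 33, -1.22), primary immunodeficiency (23 of 28, -0.93), RNA degradation (52 of 66, -0.96), monocytes (13 of 15, -1.28), NK cells (13 of 14, -0.66, adjusted p = 0.0559), neutrophils (11 of 17, -0.32, adjusted p = 0.682) and platelets (0 of 18, 0.20, adjusted p = 0.0439, all from camera). The neutrophil median was 0.06 on the 75th percentile.

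Transcripts of the regulators that IPA names were measured on the same arrays, which says nothing about their activity. Bcl6 was called lower at all 5 days, with log2 changes of -2.07, -1.33, -1.37, -1.79 and -1.14, although the call at day 7 changed without 1 or another of 9 arrays. Nfkb1 was called lower at all 5 days, at -1.08, -1.53, -1.16 and -1.42 at days 4, 7, 25 and 30 and by at least 2.00-fold at day 9. Rela was called lower at days 4, 9, 25 and 30, Nupr1 at days 9, 25 and 30, Irf1 at days 4, 7 and 9, Map4k4 at days 4, 25 and 30, and Myc at days 4 and 7. Stat6 was called lower at days 4, 7 and 25 (-1.21, -1.22 and -1.24), E2f4 at day 25 (-1.51) and Gfi1 at day 7 (-1.03). Leaving out 1 array changed the call of Gfi1 at day 7 for 7 arrays, of Irf1 at day 9 and Map4k4 at day 30 for 5 each, of Nfkb1 and E2f4 at day 25 for 3 each, and of Myc at day 7 and Rela at day 9 for 2 each. Nkx2-3 was called higher at day 4, a call that changed without 1 or another of 6 arrays, and Trp53 was called lower at day 7 (-1.26). Trim24, Irf7, Xbp1, Satb1, Elf4, E2f1 and Cd28 were not called at any day. For Satb1 this changed without 1 or another of 6 arrays at day 25 and of 2 arrays at each of days 4 and 30. For Elf4 it changed without 1 or another of 2 arrays at day 7. Ptger4 did not pass the detection filter. All these calls are those of the main scaling. For a given probe, the 75th percentile scaling moves the change up by 0.48, 0.35, 0.39, 0.48 and 0.19 at the 5 days. A fall that exceeds 2-fold by less than this is then under 2-fold, as for Rela at each day where it was called.

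The largest falls with every mouse beyond the controls were Fn1 (-3.75), Upb1 (-3.44) and D930050J11 (-3.15) at day 4, U30234 (-2.64) and AF316510 (-2.57) at day 7, Cd209a (-2.98) at day 9, and B3gnt8 (-3.26), S79427 (-3.19) and Dennd5b (-3.05) at day 25. Where the 90Sr mice were not well above background, the fall was at least 4.65-fold for Cd209a at day 7, at least 4.84-fold for Ebf1 and at least 3.99-fold for B3gnt8 at day 9, and at least 4.96-fold for B3gnt8 at day 30. Among rises, with controls not well above background, Lce1a1 was at least 3.66-fold, Mc4r at least 2.87-fold and Srcin1 at least 1.58-fold higher at day 4. At day 7 A_55_P1970221 was at least 1.42-fold and Trim38 at least 2.90-fold higher, and at day 9 A_55_P2159825 at least 2.22-fold and NAP113319-1 at least 4.96-fold. At day 25 4930442G15Rik and Gm10863 were at least 2.07-fold and Defb2 at least 1.81-fold higher. At day 30 A_55_P2033665 was at least 6.84-fold and Meis2 at least 4.80-fold higher, and Pabpc4l, well above background in 5 of 6 controls, rose 10.5-fold. Of the genes higher at all 5 days, Nacad rose by 1.57, 1.39, 2.37, 1.79 and 2.10 and Psrc1 by between 1.00 at day 30 and 1.67 at day 4.

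At day 30, Fga fell by 5.51 and Invs by 4.52, both from a control level above that of every other day. Fga was 5.69 on average in 3 of the 6 day 30 controls, the others having no value, against 1.13 over the controls of other days, of which day 4 was highest at 3.22. Liver RNA in the day 30 control blood is argued against as the cause. The other liver transcripts past the detection filter would then be higher in those controls, but their median change at day 30 was 0.99 upward in 90Sr mice, and Apoa2 was 8.31 in the controls and 9.00 in 90Sr mice. Of those 5 transcripts 4 were higher in 90Sr mice, and Trf alone was lower, at 3.63 against 5.15. The fault of a spot region and a difference between the mice of that day stay open. The main text of the paper does not name these genes.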
